# Cellular and molecular organization of the *Drosophila* foregut

**DOI:** 10.1073/pnas.2318760121

**Published:** 2024-03-05

**Authors:** Haolong Zhu, William B. Ludington, Allan C. Spradling

**Keywords:** foregut, organ coordination, Drosophila, hormone, digestion

## Abstract

The animal foregut is the first tissue to encounter ingested food, bacteria, and viruses. We characterized the adult Drosophila foregut using transcriptomics to better understand how it triages consumed items for digestion or immune response and manages resources. Cell types were assigned and validated using GFP-tagged and Gal4 reporter lines. Foregut-associated neuroendocrine cells play a major integrative role by coordinating gut activity with nutrition, the microbiome, and circadian cycles; some express clock genes. Multiple epithelial cell types comprise the proventriculus, the central foregut organ that secretes the peritrophic matrix (PM) lining the gut. Analyzing cell types synthesizing individual PM layers revealed abundant mucin production close to enterocytes, similar to the mammalian intestinal mucosa. The esophagus and salivary gland express secreted proteins likely to line the esophageal surface, some of which may generate a foregut commensal niche housing specific gut microbiome species. Overall, our results imply that the foregut coordinates dietary sensing, hormonal regulation, and immunity in a manner that has been conserved during animal evolution.

## Significance

We characterized the adult Drosophila foregut using transcriptomics to provide a genetically tractable model for analyzing how animal foreguts coordinate digestion and immune response with sensory information. Single-cell RNA sequence analysis was strengthened using tagged endogenous genes as reporters to validate candidate cell types and enable cell-type-specific genetic disruption. Neuroendocrine cells coordinate gut activity with nutrition, the microbiome, and circadian cycles. The proventriculus (PV) secretes the peritrophic matrix (PM) that lines the gut, controlling digestion and microbiome interaction. Esophageal and salivary gland–secreted proteins allow us to identify candidate host proteins constituting a foregut commensal niche for specific bacterial species. Overall, foregut structure and function have likely been conserved during animal evolution.

The foregut is the first tissue to encounter ingested food and potential pathogens entering the animal body. Efficiently extracting and processing consumed nutrients while retaining beneficial microorganisms and neutralizing pathogens represents a major challenge for this gatekeeper tissue. These tasks are accomplished in insects such as *Drosophila melanogaster* by a complex of cellular structures collectively termed the foregut (Fig. 1*A*) located in the head and thorax (1). Entering food and microorganisms move into the esophagus and crop duct where some beneficial symbiotic bacteria bind and proliferate (2–5). Host factors that regulate and maintain specific bacterial colonizers are currently unknown.

**Fig. 1.**
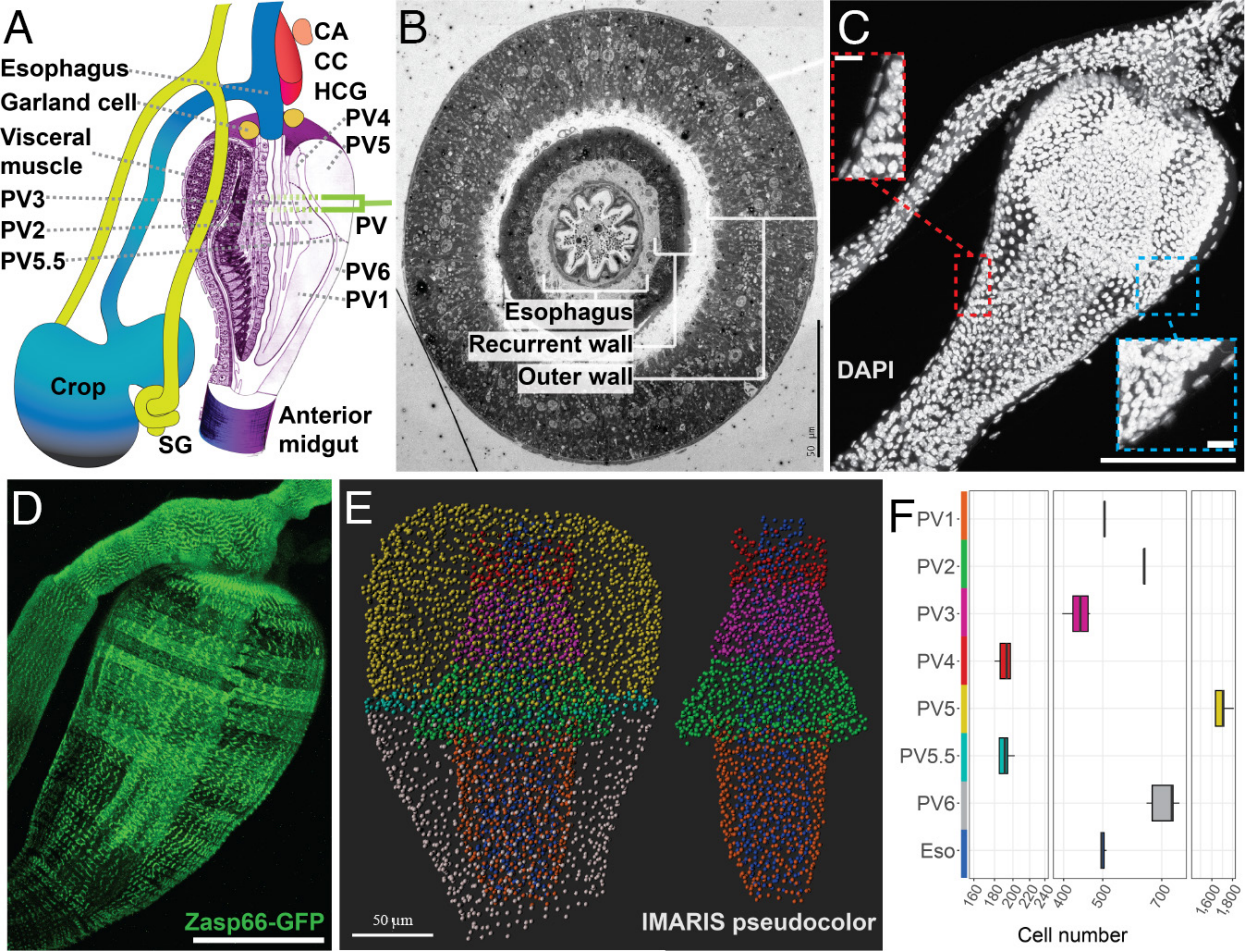
Anatomy of the Drosophila proventriculus and associated foregut tissues. (*A*) Diagram of the Drosophila foregut. The esophagus (Eso), crop, salivary gland (SG), *corpus allatum* (CA), *corpus cardiacum* (CC), hypocerebral ganglion (HCG), Garland cell nephrocyte, and proventriculus (PV) (shown by a cutaway section including the six cell types, PV1-6, modified from 29). (*B*) EM cross-section indicates three cell layers. (*C*) 3D micrograph of foregut nuclei stained by DAPI (white). *Insets*: visceral muscle layer. (*D*) Zasp66-GFP immunofluorescence (green) reveals visceral muscles lining the PV and esophagus. (*E*) 3D micrograph processed using IMARIS (spot function) to segment cell types for automated counting. (*F*) Box plots of indicated cell types and corresponding counts. [Scale bars, 50 µm (*B*); 100 µm (*C*) and 10 µm (*Insets*); 100 µm (*D*); and 50 µm (*E*).]

The esophagus directs food into the proventriculus (PV), the central foregut organ, whose valve-like action regulates midgut entry [(1, 6); Fig. 1*A*]. Prior to passage into the intestine, food is mixed with salivary gland (SG) secretions and may be diverted into the crop, an expandable muscular sack for temporary storage and preprocessing (1, 7). Mammalian intestinal epithelia are covered by a mucosal layer that serves as a barrier (8). The Drosophila PV synthesizes a major digestive product, the multilayered peritrophic matrix (PM) that likewise remains between consumed items and enterocytes as food passes through the gut (9). The foregut epithelium and the PM restrict pathogens, promote digestion, and provide additional physiological benefits (10–12).

The information on which the foregut bases its decisions as a gatekeeper is received from diverse neural connections and from other tissues that report nutritional and immune status. In most animals, the foregut's outputs are transduced by neurosecretory cells that secrete peptide hormones received by epithelial and gut targets (13, 14). Hormone-secreting neurosecretory cells reside in glands, including the *corpus allatum* (CA) and *corpus cardiacum* (CC), which associate with the esophagus and hypocerebral ganglion (HCG) in the anterior foregut while retaining neural communication with the brain [(15); Fig. 1*A*].

The CA is the major source of juvenile hormone (JH), named for its roles regulating metamorphosis [review: (16)]. In adults, JH produced in the foregut controls nutrient-sensitive processes including yolk production, reproductive diapause, and aging (17–19). Moreover, JH regulates PM production by the *Calliphora erythrocephala* PV (20). Multiple proteins with JH–binding domains are expressed in the gut, suggesting that JH is broadly involved in regulating gut function (21).

CC cells (Fig. 1*A*) produce the glucagon-like adipokinetic hormone (Akh), which mobilizes fat and carbohydrates stored in fat cells and other sites (22). The CC transduces information from the nervous system and from conserved enteroendocrine peptides produced in the gut to coordinate metabolic activity with varying external conditions (23, 24). A small number of nephrocytes (garland cells) also associate with the anterior region of the PV surrounding the esophagus (25, 26).

The foregut develops in the embryo from both ectoderm as well as endoderm cells generated during gastrulation. Part of the primitive gut tube including the ectoderm–endoderm junction undergoes involution to produce the three PV layers: the outer wall, recurrent wall, and central esophagus [Fig. 1*B*, (27, 28)]. The cellular makeup of the adult Drosophila proventriculus was described by King (29), who identified 6 zones containing distinct cell types we refer to as PV1-6. Electron microscopy revealed four PM layers (L1 to L4), two of which could be seen to arise from specific PV cells.

This characterization of the Drosophila foregut at single-cell resolution, combined with previous studies of the midgut (30, 31), Malpighian tubules (32, 33), and hindgut (25) now brings nearly an entire animal digestive system to a cellular level of understanding. Our study suggests that the foregut, by virtue of its location near the brain and sensory organs and the most frequent site of pathogen invasion—the esophagus, acts as a central coordinator of intestinal and immune activities. By characterizing foregut cell types, inferring their biological roles, and identifying tools to query their gene functions, this work advances understanding of the foregut’s important and conserved roles.

## Results

### Taking a Census of Proventricular Cells Using High-Resolution Microscopy.

We counted the number of PV cells to assist in recovering equally each cell type. Because of its involution during development, the PV comprises three cell layers rather than a simple tube (Fig. 1*B*). A peripheral layer of surrounding visceral muscle sheath (VM) was also evident from their elongated nuclei (Fig. 1 *C*, *Insets*). VM cells were revealed in detail using Zasp66-GFP expression (Fig. 1*D*), and PVs cultured briefly in vitro pulsated in rhythmical waves (Movie S1). Three-dimensional (3D) light microscopy and IMARIS software (*SI Appendix*, *Supplemental Methods*) allowed us to determine how many cells make up each of the PV epithelial cell zones (Fig. 1 *C*, *E*, and *F*). In addition to the PV1-6 regions, we observed a small zone of denser cell nuclei indented into the outer wall between PV5 and PV6. These cells are shown below to comprise a previously undescribed cell type we term “PV5.5.” Overall, an average of 190 to 1,660 cells reside within each cell zone (Fig. 1*F* and *SI Appendix*, SI Dataset, Table S1).

### Analysis of Foregut Cells Using scRNAseq and In Vivo Gene Expression Reporters.

We analyzed the cell-type-specific gene expression of Drosophila foregut tissues using single-cell RNA sequencing (scRNAseq) (Fig. 2 and *SI Appendix*, Fig. S1). To promote recovery of an unbiased cell sample, we manually unfolded the triple-layered PV prior to scRNAseq library construction (*SI Appendix*, Fig. S1 *A* and *B* and *Supplemental Methods*). We analyzed three replicate datasets using Cell Ranger and Seurat (34). The initial analysis placed 21,948 high-quality cells in 18 cell clusters on a UMAP plot (Fig. 2*A*). To correlate cell clusters with cell types, we identified sets of genes that are specifically expressed in each cluster (*SI Appendix*, Fig. S1*C*). For example, cluster 7 expressed muscle-related genes, cluster 13 showed neuronal features, and cluster 16 expressed genes involved in JH synthesis. A large group of clusters near the center of the UMAP expressed genes associated with epithelia, and some of these cells expressed known PV genes including *Muc68D* and *Pgant4*.

**Fig. 2.**
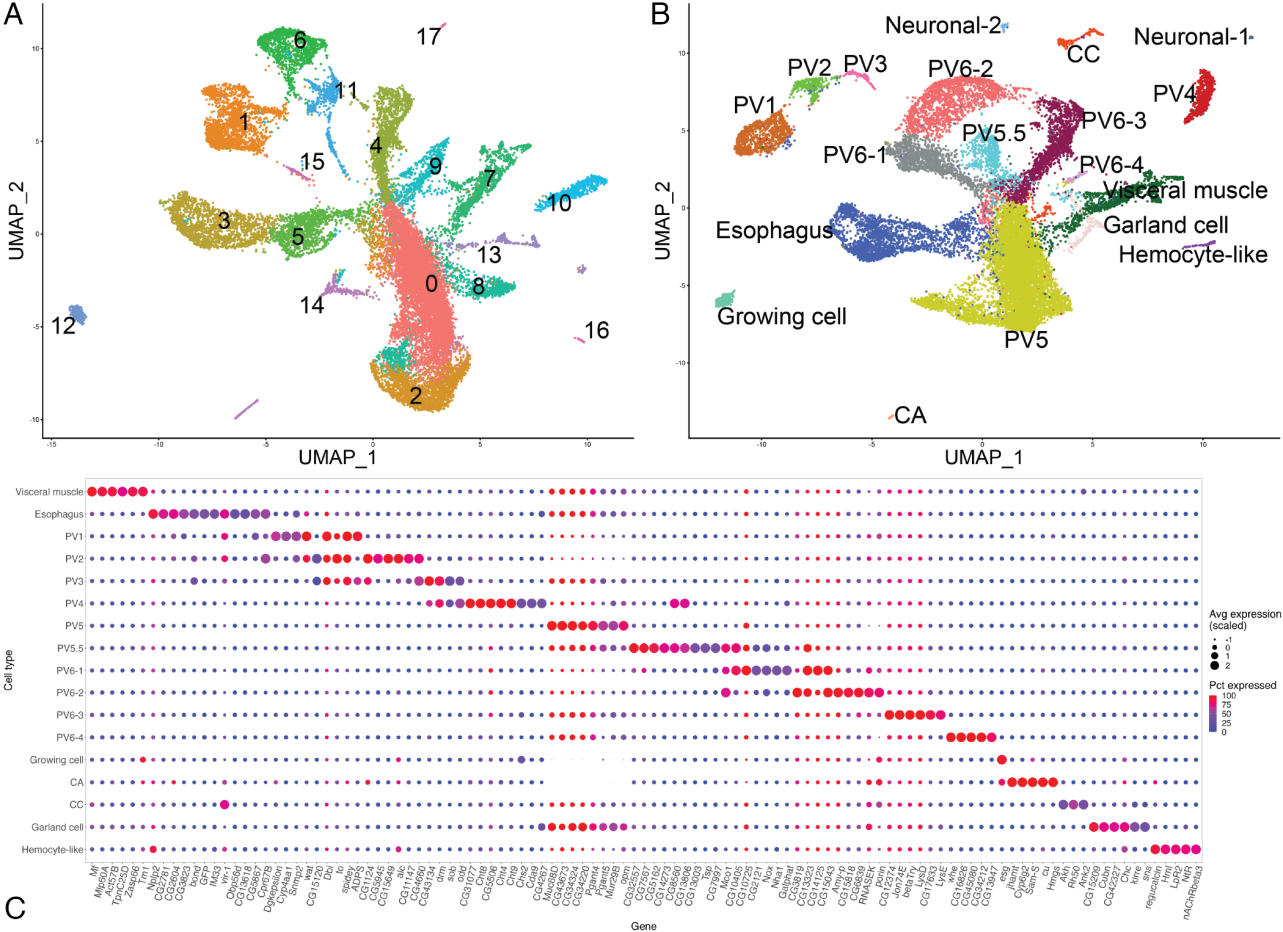
Identification and clustering of major foregut tissue cell types by scRNAseq. (*A*) UMAP plot of the initial scRNAseq data with 18 putative cell clusters. (*B*) UMAP plot of scRNAseq data refined to resolve 19 cell types based on gene expression and reporter lines. Cell groups are colored and labeled. (*C*) Expression levels and uniformity in the indicated cell clusters (*y*-axis) of selected genes (*x*-axis) that can serve as markers of foregut cell types.

Individual cell clusters were further analyzed using more than 150 gene reporter lines (*SI Appendix*, SI Dataset, Table S2) mostly generated by the FlyTrap Project (35, 36) or the Gene Disruption Project (37). Reporters for candidate genes specific to individual cell clusters (Fig. 2*A* and *SI Appendix*, Fig. S1*C*) were analyzed directly or after crossing to UAS-GFP to identify which cell types they label. For example, expression of *takeout (to)* highlighted PV1-3 (Fig. 3 *A* and *B*), *CG15120* labeled PV2 (Fig. 3*C*), *ADPS* labeled PV1, PV3, the esophagus and the crop duct (Fig. 3*D*), *sob* labeled PV3 and PV4 (Fig. 3*E*), *CG4267* labeled PV4 (Fig. 3*F*), *CG43673* labeled PV5 (Fig. 3*G*), *Nox* labeled PV5.5 and PV6 (Fig. 3*H*), CG8560 labeled PV4 and PV5.5 (Fig. 3*I*), while *bond* labeled the esophagus and crop duct (Fig. 3*J*). The crop duct co-labeled with the esophagus by all gene reporters we examined, suggesting that it is an esophageal extension.

**Fig. 3.**
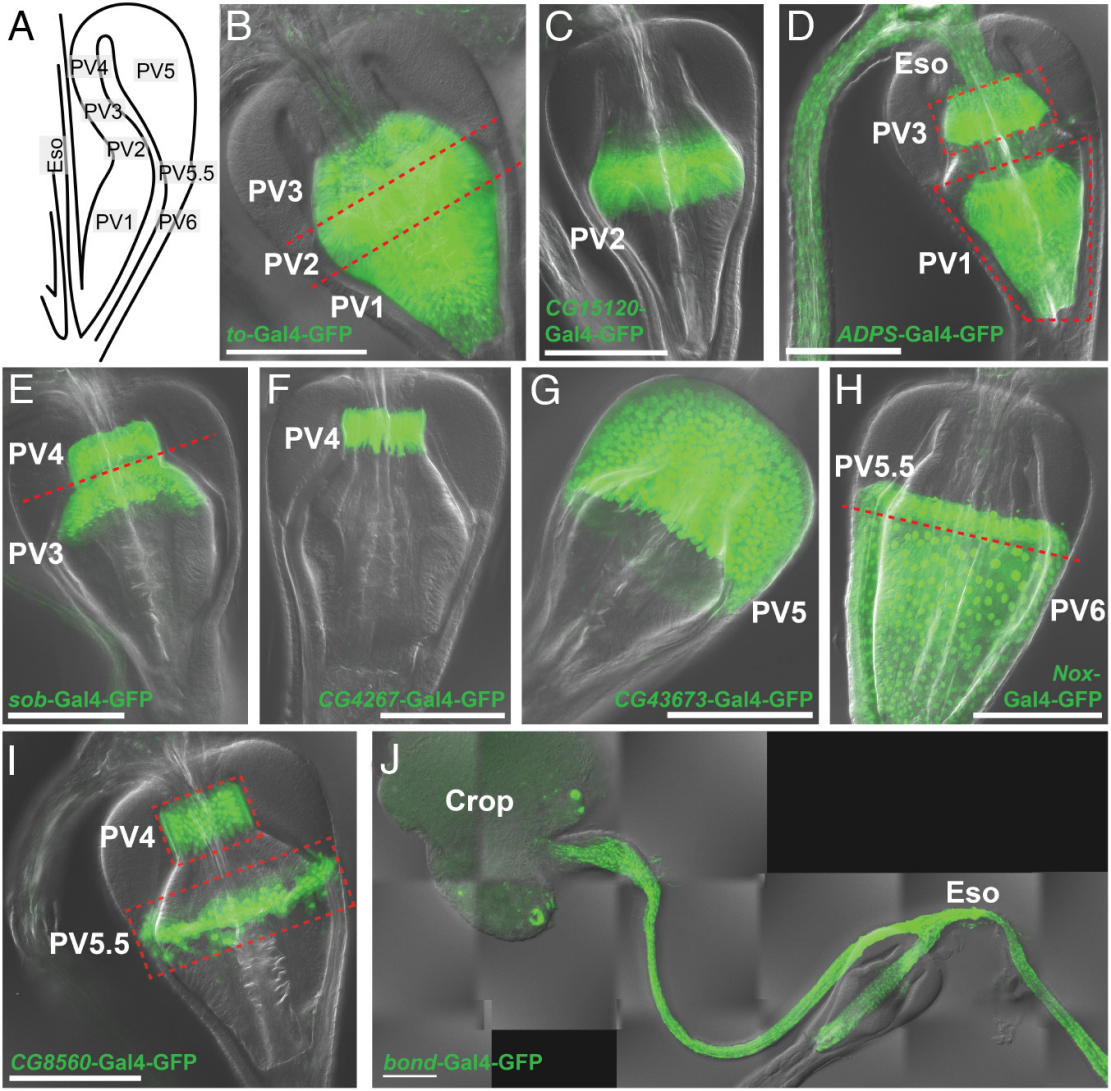
Annotation and validation of PV cell clusters using marker gene reporters. (*A*) Schematic of PV1-6 and esophagus within PV. (*B*) *to*-Gal4-GFP labels PV1-3; (*C*) *CG15120*-Gal4-GFP labels PV2; (*D*) *ADPS*-Gal4-GFP labels PV1, PV3, and Eso; (*E*) *sob*-Gal4-GFP labels PV3, and PV4; (*F*) *CG4267*-Gal4-GFP labels PV4; (*G*) *CG43673*-Gal4-GFP labels PV5; (*H*) *Nox*-Gal4-GFP labels PV5.5, and PV6; (*I*) *CG8560*-Gal4-GFP labels PV4, and PV5.5; (*J*) *bond*-Gal4-GFP labels Eso. Green = GFP signal. (Scale bar, 100 µm.)

We further refined the clustering to better match the gene expression data by varying several analytic parameters in Seurat. In several cases, such as PV2 and PV3 cells, which initially coclustered, separation into individual cell types was achieved with subclustering analysis. In summary, we identified 19 cell clusters including the 7 PV epithelial cell types described by King (Fig. 3), the PV5.5 cell type, and other PV-associated cell types (Fig. 2*B*). Final normalized gene expression in these cell clusters (*SI Appendix*, SI Dataset, Table S3) allowed 24 to 794 genes preferentially expressed within each of the 19 clusters to be identified (*SI Appendix*, SI Dataset, Table S4 and Fig. 2*C*).

### Development of a Toolkit for Foregut Cell-Type-Specific Gene Expression Control.

Cell-type-specific drivers provide a powerful tool for studying gene and cell functions since they can be used to overexpress genes or knock down genes via RNAi. Our studies identified many Gal4 driver or GFP tag lines preferentially expressed in foregut cell clusters that will be useful for analytical purposes (*SI Appendix*, SI Dataset, Table S5).

### PV Epithelial Cells Build a Stratified PM.

One major function of the PV is to produce the PM that encloses food and moves through the GI tract. Previous biochemical studies revealed that the PM is highly enriched in chitin and glycoproteins, structures able to resist active digestive enzymes (6, 9). Electron microscopic studies of the PM identified four layers called L1 to L4 [Fig. 4*A*; (20, 29)]. The two most anterior cell types, PV4 and PV5, first secrete the middle layers, L2 and L3, respectively. The L1 layer appears after the bilayer reaches PV3. As the PM moves posteriorly, the L4 layer appears when the layers reach PV5.5 and PV6. We sought information about PM structure by examining preferentially expressed genes in PM layer–producing cells.

**Fig. 4.**
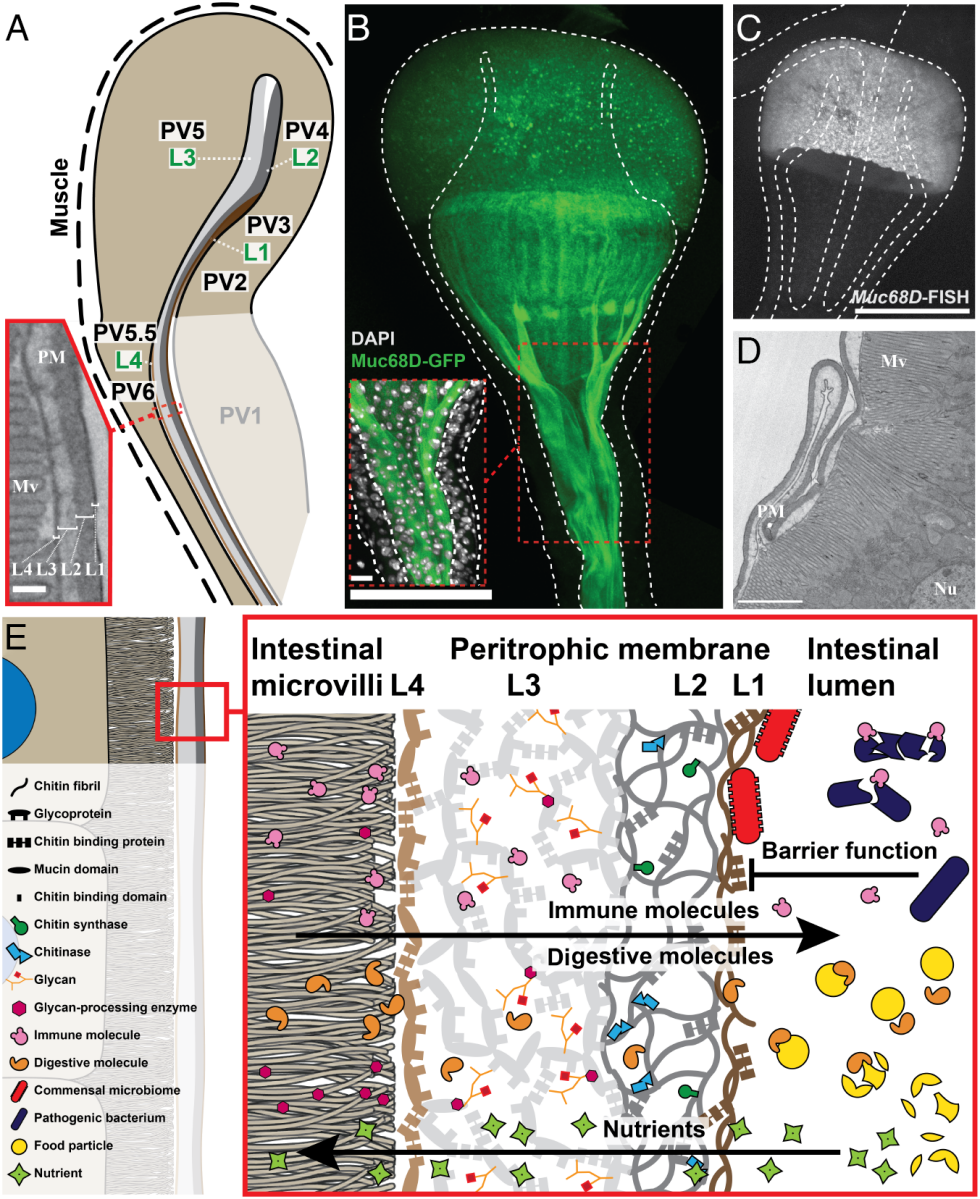
PV cells produce a multilayered PM. (*A*) The electron microscopic diagram (*Inset* at the *Left*) reveals the four PM layers (L1 to L4) corresponding to PM production of L1 from PV3, L2 from PV4, L3 from PV5, and L4 from PV5.5 and PV6. (*B*) Muc68D-GFP fusion staining (green) shows PM production in PV5 cell secretory vesicles, Muc68D protein in secreted PM moving toward the midgut and converging to form the completed PM. *Inset*: PV diameter reduction may induce PM buckling. (*C*) RNA-FISH (white) documents expression of *Muc68D* transcripts only in PV5 cells. (*D*) EM section of posterior PV shows PM structure and buckling. (*E*) Model of layered PM structure (L1 to L4) based on these studies (see key defining symbols on *Left*). Microvilli (Mv), and nucleus (Nu). [Scale bars, 0.2 µm (*A*); 100 µm (*B*), 20 µm (*Inset*); 100 µm (*C*); and 2 µm (*D*).]

The L1 and L2 layers are electron-dense (Fig. 4*A*) and likely serve as a barrier between the gut contents and the host (Fig. 4*E*). The large L2 layer is almost certainly enriched in chitin polymers, since its cell of origin, PV4, specifically expresses *chitin synthase* 2 (*Chs2*), encoding an ortholog of the enzyme used to synthesize PM chitin in previously investigated insects (38, 39). PV4 cells also produce seven mRNAs encoding proteins containing chitin-binding domains (CG31077, Cht8, Cht4, Cht9, CG13806, Idgf3, and Cht5) which may bind or modify chitin polymers to incorporate immune and digestive proteins (40). We conjecture that L1 is secreted by PV3 cells and associates with the chitin-rich L2 layer after the initial PM moves posteriorly to overlie these cells. Some of the most abundant PV3-enriched mRNAs encode secretory proteins consistent with such a function. These include putative structural proteins with chitin-binding domains including CG3348, Idgf6, Idgf4, dpy, Idgf3, and pio. These molecules might help attach L1 to the L2 layer. We also detected preferential expression of other secretory molecules from PV3 such as the JH-binding protein gene *Jhbp1* and the related protein *takeout* (*to*).

The middle PM layer, L3, occupies most of the PM volume and is produced by the large and abundant PV5 cells in the anterior PV. PV5 expresses mucin genes, including the abundantly expressed *Muc68D* as well as *Mur29B*, which show sequence and structural features similar to mucin genes in other species (41). Mucins contain tandem repeats rich in proline, threonine, and/or serine (PTS repeats) and are highly glycosylated (41, 42). We validated the contribution of Muc68D to PM formation by generating a Muc68D-GFP reporter fly line and visualizing its expression (Fig. 4*B*). *Muc68D* RNA was only significantly detected in PV5 based on RNA-fluorescence in situ hybridization (Fig. 4*C*). In contrast, labeled Muc68D protein is apparent as cytoplasmic vesicles (Fig. 4*B* and *SI Appendix*, Fig. S2*A*) that are secreted into the extracellular space where they coalesce into a sheet that passes into the posterior PV and then the anterior midgut (Fig. 4*B*). As the PM moves posteriorly, it bulges and sometimes folds into the luminal space (Fig. 4 *B* and *D* and *SI Appendix*, Fig. S2*D*). The diameter of the PV housing the PM decreases from about 100 µm to 50 µm in its posterior region as it approaches the midgut (Fig. 4*B*), which may drive PM buckling (Fig. 4 *B* and *D* and *SI Appendix*, Fig. S2*D*).

Glycosylation of proteins makes them more resistant to digestive enzymes and is a common feature in the GI tract of many organisms [review: (41)]. PV5 expresses multiple glycosylation genes, including *Pgant 4*, *Pgant 5,* and *Glucuronyltransferase P* (*GlcAT-P*). Genes are also expressed encoding O-glycan and N-glycan-processing enzymes, including hexosaminidase 1 (*Hexo1*), glucosamine-phosphate N-acetyltransferase (*Gnpnat)*, glutamine:fructose-6-phosphate aminotransferase 1 (*Gfat1*), and glycoprotein-N-acetylgalactosamine 3-beta-galactosyltransferase (*tgy*), as well as N-acetylgalactosaminide beta-1,3-galactosyltransferase (*CG34452*), and UDP-glucose 6-dehydrogenase (*sgl)*. Protein secretion and glycosylation in L3 are further borne out by PV5-expressed Golgi-focused secretory pathway genes including *sauron* (*sau*), *opossum* (*opm*), and *CG33298* and by expression of the transcription factor *CrebA* (43) which up-regulates the canonical secretory pathway (Fig. 4*E*).

Our results also clarify the origin and nature of the PM L4 layer. The previously unrecognized PV5.5 cells occur where L4 first appears, and PV5.5 gene expression includes several chitin-binding proteins (CG13806, CG14300, CG13003, and Cpr51A). PV6 gene expression specifies additional proteins with chitin-binding domains (CG14125, CG10725, and Cpr51A), some of which are also expressed by PV5.5. These gene expression profiles suggest that L4 differs from L1 by encoding ECM-like proteins mediating interactions with enterocytes (Fig. 4*E*).

### Posterior PV Cells Connecting with the Anterior Midgut Produce Digestive Enzymes.

King’s PV6 zone comprised the posterior half of the PV outer wall including the zone where the PM is loaded with esophageal contents before they pass into the anterior midgut (*SI Appendix*, Fig. S3*A*). Our scRNAseq resolved this large region into four cell clusters, PV6-1, PV6-2, PV6-3, and PV6-4 (Fig. 2*B*). The most abundant genes expressed by PV6-2 comprise secreted digestive enzymes (*SI Appendix*, SI Dataset, Tables S3 and S4). These include *Amy-p*, which encodes an amylase that is orthologous to human pancreatic amylase Amy2B and mouse Amy1A. *CG3819*, *CG6839,* and *CG33346* are related, abundantly expressed genes predicted to encode proteins with RNase and single-stranded DNase activities. PV6-2 cells also express *Phae2* which encodes a serine endopeptidase of the S1A chymotrypsin family that is closely related to kallikrein1 (KLK1), a secretory product in the human esophagus and the pancreas (44).

The PV6-3 cell group also contributes to digestive enzyme production. Abundant predicted products include carboxypeptidase CG12374, metalo-carboxypeptidase CG17633, serine hydrolases Jon74E, Jon99Cii, Jon65Aiii, and Jon65aiv, and trypsins alphaTry, betaTry, kappaTry and epsilonTry, along with more than 10 additional serine hydrolases. Along with the digestive enzyme genes, PV6-3 cells additionally express three mucin genes, *Muc68E*, *Muc14A,* and *Muc55B*. These observations suggest that an initial supply of digestive enzymes is produced in the posterior PV, where they become associated with the PM wall or are deposited into the intestinal lumen along with the esophageal contents.

### Gene Expression and Function of the Esophagus.

The esophagus connects to the posterior GI tract by passing through the PV as its inner wall. We identified the esophagus cell cluster by its preferential *bond* expression (Fig. 3*J*). Esophageal cells produce many mRNAs that are shared with ectoderm-derived PV1-3 cells but differ more extensively from outer wall cells, which are of endodermal origin. Many abundant esophageal and PV1-3 genes encode proteins known or predicted to play roles in fatty acid (FA) metabolism. For example, acetyl coenzyme A synthase (AcCoAS), Acetyl-CoA carboxylase (Acc), Fatp, Fasn1, and CG8306 are involved in FA synthesis. Hacd1 is involved in FA elongation and sphingolipid synthesis, while bond, CG2781, Baldspot, Sc2, and CG5362 contribute to long-chain FA production. FA reductase CG5065 likely generates waxes, while CG34120 and CG3823 are involved in transmembrane lipid transport. Fat metabolism has been genetically linked to survival after virus infection (45), suggesting that the extensive lipid metabolism of esophageal and PV1-3 cells serves immune functions. Recent work shows that the Drosophila esophagus contains a foregut commensal niche that houses specific microbiome species including *Lactiplantibacillus plantarum* (*LpWF*) [(4); Fig. 5*A*]. Therefore, the esophagus must allow symbiotic bacteria to colonize the epithelium, while still protecting the host from pathogen invasion.

**Fig. 5.**
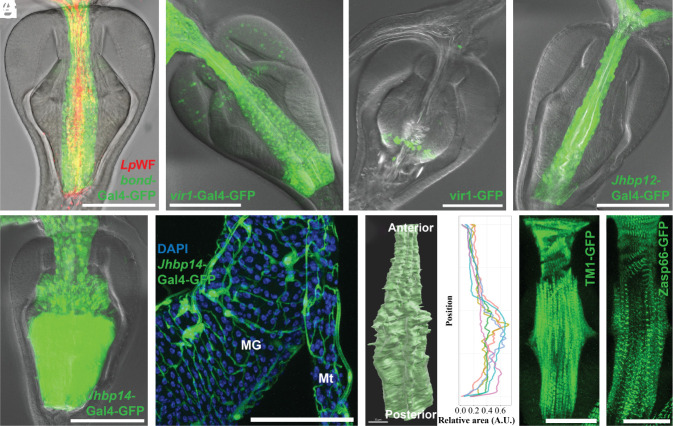
The esophagus and its anterior valve. (*A*) PV esophagus core labeled by *bond*-Gal4-GFP (green). Colonization in foregut commensal niche of fluorescently labeled *L. plantarum* (*LpWF*) (red) within the Eso. (*B*) *vir1*-Gal4-GFP expression (green) in the Eso. (*C*) vir1-GFP-tagged expression (green) in the extracellular space between esophagus and PV1 region. (*D*) *Jhbp12*-Gal4-GFP (green) in the Eso. (*E* and *F*) *Jhbp12*-Gal4-GFP (green) within the Eso, PV1-3 (*E*) and tracheoles (*F*) surrounding the midgut (MG) and Malpighian tubules (Mt). (*G*) X-ray microcomputed tomography (XR µCT) [*Left*, (4)]; analysis (*Right*) quantitates longitudinal size expansion within PV esophagus core. (*H* and *I*) Tm1-GFP (*H*) and Zasp66-GFP (*I*) (green) reveal longitudinal muscle fibers of the Eso and asymmetric fibers at its anterior that are proposed to function as a valve. [Scale bars, 100 µm (*A*–*F*); 30 µm (*G*); and 50 µm (*H* and *I*).]

Consistent with this idea, several known immunity genes are strongly expressed by esophageal cells, including *vir-1*, *Nplp2*, *vvl*, *CG17919,* and *EbpIII*. *vir-1* transcription is induced upon viral infection, possibly in response to Jak/STAT signaling (46). We observed high *vir-1* expression in esophageal cells compared to several other PV cell types (*SI Appendix*, Table S4), in agreement with the *vir-1* gene trap line (Fig. 5*B*). Furthermore, we generated a vir-1-GFP line starting with a MiMIC insertion in the first *vir-1* coding intronic region [(37); *SI Appendix*, *Supplemental Methods*]. Interestingly, vir-1-GFP accumulated in cells and extracellular space between the esophagus and the posterior recurrent wall (Fig. 5*C*), suggesting an immune function in this region.

Another group of proteins expressed in esophageal cells include Jhpb12 (CG13618), Jhbp7 (CG11852), and Jhbp14 (CG5867), which are part of the 16-member family of JH binding proteins. *Jhbp12* expression revealed by the CRIMIC line CR02124 (47) agrees with scRNAseq analysis that finds *Jhbp12* preferentially expressed in the esophagus (Fig. 5*D*). *Jhbp14* production, as visualized by CR02482, also shows esophageal activity, as well as expression in PV1-3 (Fig. 5*E*). Moreover, *Jhbp14* is expressed in some tracheoles wrapping around the midgut and Malpighian tubules (Fig. 5*F*). Other members of the Jhbp family are also found in foregut cells including *Jhbp1* (PV2, PV3, and CA), *Jhbp13* (PV2), and *Jhbp3* (PV1, PV3). The function of JH-binding proteins, which share high-affinity JH-binding domains, is not well characterized. These cells may carry out functions mediated by JH binding beyond those controlled directly by the canonical JH receptors.

The luminal space of the esophagus within the PV comprises a narrower anterior segment and a wider posterior portion as revealed by X-ray microcomputed tomography (Fig. 5*G*). Like other ectodermally derived cells, the esophageal and PV1-3 cells secrete a cuticle apically (29). Three known cuticle genes, *Cpr67B*, *Cpr49Ae*, and *Cpr51A*, are preferentially expressed in these cells. This cuticle layer folds into longitudinal crypt-like furrows [(4); Fig. 1*B*] which may contribute to its ability to specifically associate with some bacteria.

### The Nature of the Proventricular Valve.

The PV has been classically described as a valve that restricts flow into the intestine by constricting the esophagus within its middle region. By live imaging of freshly dissected tissue, we were able to visualize contractions of the PV that are consistent with the valve hypothesis (Movie S1). To examine the esophageal musculature in greater detail, we used the Tm1-GFP (Fig. 5*H*) and Zasp66-GFP (Fig. 5*I*) fly lines. In the anterior esophagus near its point of entry to the PV, we observed angled circumferential visceral muscle fibers surrounding the esophageal tube that might be able to pinch off flow through the lumen. We propose that this twisted musculature structure may be the Drosophila pharynx that controls the ingestion into the intestine. In addition, we observed longitudinal visceral fibers that extend along much of the length of the esophageal tube, and these may contribute to its peristaltic contractions (Movie S1). These observations suggest that the PV valve occurs at the anterior end rather than in the medial part of the PV as previous studies suggested (29).

### The Foregut Neurosecretory Glands.

The adult CA, CC and associated neurosecretory cells anterior to the PV [(15); Fig. 1*A*] comprise the major endocrine tissues of the foregut responsible for its function as a metabolic and reproductive regulatory axis. They arise during pupal development from the larval ring gland but lack a known analog of the larval ecdysone-producing prothoracic gland (48). Our studies provide gland-specific transcriptome information on these important tissues. scRNAseq analysis of the CA cluster identified 393 preferentially expressed genes (*SI Appendix*, SI Dataset, Table S4, CA), whose nature left no doubt about cluster identification. The two most abundant CA genes were *jhamt* encoding JH acid methyl transferase (catalyzing the final step in JH biosynthesis) and *Cyp6g2* which is also required for JH synthesis and may encode the penultimate step (48). At least five of the seven enzymes in the mevalonate pathway leading to the JH precursor farnesoic acid were also among the highest expressed CA-specific genes. Metascape analysis (49) showed the CA cluster preferentially expresses genes in additional pathways. Most striking among these were at least 19 circadian clock genes (*P* < 1.0E^−9.2^), encoding clock components, *timeless* (*tim*), *clockwork orange* (*Cwo*), as well as *cryptochrome* (*cry*) which entrains the clock to circadian light changes. Other highly expressed circadian genes were *lark*, clock-interacting protein (*Cipc*), *Ahcy*, *curled*, *Hmgcr*, and at least 14 genes contributing to the proteosome, the cellular machine that degrades ubiquitin-modified proteins and plays a key role in circadian timekeeping. Many other canonical clock genes were also expressed more highly in the CA than in other foregut tissues.

The second major neuronal endocrine organ attached to the esophagus is the CC (Fig. 1*A*). Among 396 preferentially expressed CC genes (*SI Appendix*, SI Dataset, Table S4, CC), *adipokinetic hormone* (*Akh*) was the most highly expressed protein-coding gene (22). Metascape analysis of preferential CC genes highlighted many genes and Metascape categories related to neural development and synaptic transmission. A GFP reporter for the CC gene *CG8180* labeled CC cells (Fig. 6*B*). Anatomically, the CC is known to connect with the central nervous system, with the adjacent, HCG, and with axons projecting posteriorly onto the PV, the crop stalk, and the SG (15).

**Fig. 6.**
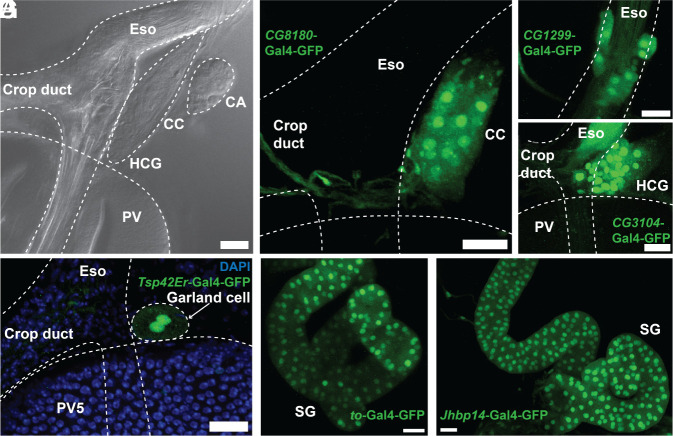
Foregut neural, glandular, and secretory cells. (*A*) Light micrograph showing the CA, CC, and HCG attached to the Eso near its junction with the crop duct. (*B*) *CG8180*-Gal4-GFP (green) labels CC and associated nerves near the Eso-crop duct junction. (*C* and *D*) Eso region near crop duct junction showing expression of *CG1299*-Gal4-GFP (green) (*C*), or *CG3104*-Gal4-GFP (green) (*D*). (*E*) A binucleated garland cell nephrocyte (arrow) highlighted by *Trp42Er*-Gal4-GFP (green). (*F* and *G*) SG labeled by *to*-Gal4-GFP (green) (*F*), or *Jhbp14*-Gal4-GFP (green) (*G*). (Scale bar, 20 µm.)

Further insight into the clustered adult neuroendocrine organs associated with the esophagus came from analysis of the Neuronal-1 (N1) cell cluster (*SI Appendix*, SI Dataset, Table S4, N1). The results suggested that this cluster includes several different types of neurosecretory cells, possibly located within the HCG and associated neurons, consistent with the observed expression of the N1 reporter *CG3104* (Fig. 6*D*). The most abundant preferentially expressed N1 cluster gene encodes the neuropeptide CCHa2, a signal produced by fat cells and gut enteroendocrine cells that is thought to regulate appetite and insulin-like peptide production (50). The second most abundant gene encodes tachykinin (Tk), a neuropeptide known to influence gut motility. Tk produced by neurons within the CC/HCG that exit posteriorly may contribute to rhythmic PV contractions. Many other N1 genes encode proteins that process and modify neuropeptides (*SI Appendix*, SI Dataset, Table S4, N1).

The growing cell scRNAseq cluster is also likely to promote neuroendocrine function (Fig. 2*B*). Metascape analysis (*SI Appendix*, SI Dataset, Table S4, Growing cell) identified highly significant GO processes including “generation of neurons, asymmetric cell divisions, neuroblast proliferation, and asymmetric neuroblast proliferation.” These results suggest that neurogenesis is ongoing in the foregut in support of the adult neuroendocrine axis.

### Garland Cell Nephrocytes Express Genes Involved in Filtration.

We observed Garland cell nephrocytes, recognizable by their large size, location at the entrance of the esophagus into the PV, and binucleated morphology as highlighted in *Trp42Er*-Gal4-GFP flies (Fig. 6*E*). Nephrocytes contain conserved structures related to the slit diaphragms of mammalian glomerular podocytes (51, 52). The Garland cell cluster expressed the mammalian *Neph1* ortholog *kirre* and the *Nephrin* ortholog *sns*. Metascape analysis identified highly significant GO terms associated with this cluster including “nephrocyte filtration” and “garland nephrocyte differentiation.” Additional likely garland cell genes include *Mec2* (orthologous to human *stomatin*) a likely slit diaphragm component, *amnionless* (orthologous to human *AMN*), *C1C-c*, *CG30344* (orthologous to human *SLC46A1* and *SLC46A1*) which promote renal tubular secretion, as well as *Cubn2* (orthologous to human *cubilin*), and *Cubn*, which are part of a receptor complex involved in renal protein absorption by larval garland cells. Many other genes specifically expressed in this cell group are likely to be important for adult renal glomerular development and function, including *Hand*, *Obp18a*, *CG15209,* and *CG9953* (orthologous to mammalian *Prss16*).

### The Crop and SG.

Two foregut-associated tissues, the adult SG and the crop, were not present in the material used for scRNAseq. 

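The flies were adult mated Canton-S females reared without microbes and given LpWF, a strain of Lactiplantibacillus plantarum, as adults. RNA was sequenced from 3 libraries of pooled crops and 3 libraries of pooled salivary glands (SGs). Crop libraries were prepared from total RNA depleted of ribosomal RNA, and SG libraries from poly(A)-selected mRNA, so the 2 tissues differed in library preparation as well as in origin. The authors assigned the reads to transcripts with Salmon and deposited an estimated count and a TPM value for each of 33704 transcripts. These were summed per gene here with a later Ensembl release than the authors', in which 271 of the transcripts have no gene, and the sums over 17039 genes were used. Reads on genes numbered 18186391, 21968120 and 24760775 in the crop libraries and 30035955, 32095221 and 36828237 in the SG libraries. Ribosomal RNA held 6.13 to 10.5% of the reads in crops and 0.842 to 1.01% in SGs. TPM was deposited as a share of all transcripts, and the short 7SL RNA alone held 122828 to 393898 TPM in the crop libraries against 198 to 774 TPM in the SG libraries. Protein-coding genes therefore shared 335140 to 599985 TPM in crops and 984395 to 992711 TPM in SGs. Where tissues were compared, TPM was rescaled over the 13619 protein-coding genes to the same total in each library, and this is called coding TPM. Ranks were taken among these genes, with 1 as the highest.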

To provide a resource for studying these tissues, we separately dissected crops and SGs from adult female flies and carried out RNAseq (*SI Appendix*, SI Dataset, Table S6). The crop temporarily stores ingested food before returning it to the esophagus for digestion [(1); *SI Appendix*, Fig. S4]. 

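Alcohol dehydrogenase (Adh, FBgn0000055) lies on chromosome arm 2L from 14615552 to 14618902 in the annotation used. In the crop libraries it stood at 2942, 5605 and 5582 TPM, a mean of 4710 ± 1531 TPM (SD, n = 3). It ranked 6, 6 and 7 among the protein-coding genes of the 3 libraries, and 6 by its mean. Much of the spread came from the share of noncoding RNA, since coding TPM was 9474 ± 770 (SD, n = 3). In PVs from flies with LpWF, coding TPM of Adh was 1980 ± 197 (SD, n = 5). Counts gave the same order of tissues, with 4352 ± 384 TMM-normalized CPM in crops (SD, n = 3) and 1810 ± 331 in these PVs (SD, n = 5). The log2 difference was 1.27 (standard error 0.15, adjusted p = 8.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.19 and 1.37 when each of the 8 libraries was left out in turn. Ranked by CPM, which does not divide by gene length, Adh was number 9 in the crop.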

One of the crop’s most highly expressed genes, *Alcohol dehydrogenase* (*Adh*), plays a protective role when adults feed on fermenting fruit (53). In the human esophagus, *alcohol dehydrogenase 7* is highly expressed and differentially up-regulated compared to other tissues (44), suggesting a conserved foregut function. Crop gene expression resembled other visceral epithelial cells, but we did not observe notable digestive enzyme expression.

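Mean TPM profiles were compared across the 13619 protein-coding genes by Spearman's correlation, a description across genes, which are not independent replicates. Of the 5 pairs of groups, crop and PV of flies with LpWF correlated at 0.923, crop and axenic PV at 0.931, crop and SG at 0.875, PV of flies with LpWF and SG at 0.863, and axenic PV and PV with LpWF at 0.981. Pairs of crop libraries correlated at 0.967 to 0.968 and single crop libraries with single PV libraries of flies with LpWF at 0.890 to 0.929. Restricting the crop and PV comparison to the 7071 genes with a mean of at least 1 TPM in both lowered the correlation to 0.755, the alternative that moved it most.
Digestive enzymes were followed through a list of 45 genes fixed before the data were examined, which holds amylases, maltases, nucleases, Phae genes, trypsins and Jonah genes. Their summed level in the 3 crop libraries was 396, 4742 and 6292 TPM, so that the mean of 3810 ± 3056 TPM (SD, n = 3) rests on libraries that differ widely. As a share of coding TPM they held 0.118, 0.790 and 1.16%, against 5.39 ± 2.55% (SD, n = 5) in PVs with LpWF, 3.97 ± 1.46% (SD, n = 5) in axenic PVs and 0.0120 ± 0.00253% (SD, n = 3) in SGs. By mean TPM, 8 of the 45 genes reached 100 TPM in the crop, 29 reached 1 TPM, 16 were below 1 TPM and 3 were listed at 0 in every crop library. The best rank of any gene on the list was 490, 82 and 76 in the 3 libraries. The largest means were those of betaTry at 593 ± 729 TPM, Amy-p at 590 ± 736 TPM, alphaTry at 537 ± 646 TPM and Amy-d at 509 ± 565 TPM (SD, n = 3), each with a spread as large as the mean.
In a test of crop against PV of flies with LpWF over 9713 genes, 5010 genes had an adjusted p under 0.05, with 2537 higher and 2473 lower in the crop. Of the 34 digestive genes tested, 13 were called lower in the crop, 2 were called higher, and 32 had a negative log2 difference, with a median of -4.32. Amy-p and Amy-d, near-identical copies between which reads can be split, were lower by the same measure at -4.32 (standard errors 0.85 and 0.76, adjusted p = 0.00425 and 0.00234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The pair called higher was Mal-A5 at 2.31 and Mal-B1 at 2.86, which were named after their values were seen. Without PV LpWF replicate 4 the median over the list was -2.57, and with DESeq2 in place of edgeR 23 of 44 genes tested were called lower. Leaving out each library in turn gave 9 to 15 genes called lower, 9 without crop replicate 2.

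**Figure D1:**
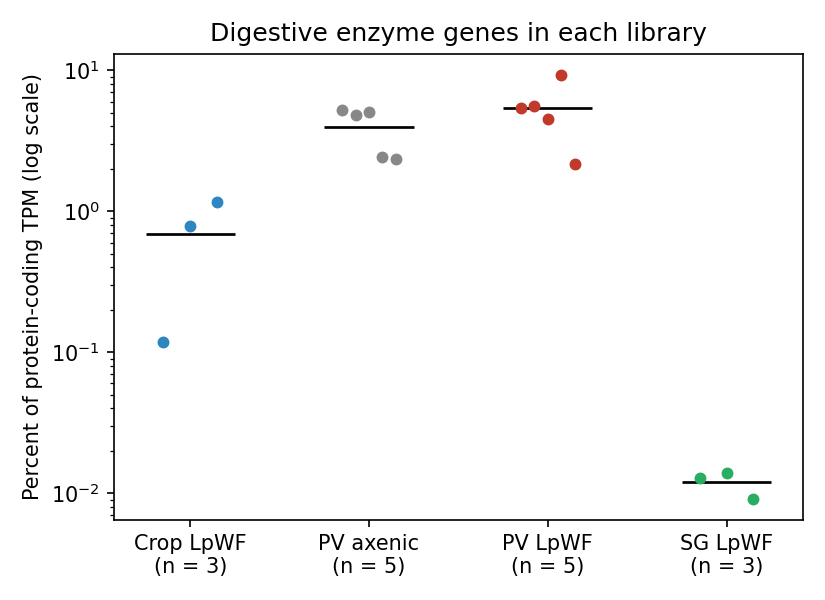
Share of coding TPM held by the 45 digestive enzyme genes, in percent on a log scale, in each crop, PV and SG library. Points are libraries and black lines are group means; the 3 crop libraries lie between 0.118 and 1.16%, below every PV library.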

The SG was found to produce a few enzymes at relatively low levels, including Idgf3, which might degrade chitin, DNaseII, Adh, and Mal-B1 maltase. In addition, it produces several products potentially involved in resistance to bacterial pathogens (lysozyme LysP, carbonic anhydrase CAH1, innate immune activator mtd), the water channel Drip, and enzymes such as esterase 6 (Est-6) with no known digestive role. 

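Among the 3 SG libraries, Idgf3 (FBgn0020414) stood at 363 ± 66.0 TPM (SD, n = 3) and ranked 77 by its mean. DNaseII (FBgn0000477) was at 421 ± 64.2 TPM and ranked 63, and Adh was at 293 ± 56.7 TPM and ranked 91 (SD, n = 3). Mal-B1 (FBgn0032381) was lowest of the 4 at 100.5 ± 30.3 TPM (SD, n = 3), with a rank of 180. The scale of these levels is set by a few secreted products, since the 10 highest genes held 88.6 ± 0.733% of coding TPM in SGs (SD, n = 3) against 13.2 ± 1.89% in crops (SD, n = 3). On this scale each of the 4 genes was above more than 98.6% of the protein-coding genes. Across tissues, coding TPM of Idgf3 was 367 ± 68.4 in SGs, 135 ± 19.9 in crops (SD, n = 3) and 60.8 ± 32.0 in PVs with LpWF (SD, n = 5). For DNaseII the same values were 425 ± 66.4, 22.08 ± 6.07 and 57.3 ± 13.4, and for Mal-B1 102 ± 31.0, 24.8 ± 2.41 and 1.72 ± 0.509. These differences were not tested, because the SG libraries were prepared with another kit. Ranked by TMM-normalized CPM, the median rank of the 9 genes that the paper names in the SG was 28, against 91 by TPM.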

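LysP (FBgn0004429) was the highest of these genes in the SG, at 6088 ± 990 TPM (SD, n = 3) and rank 8. Carbonic anhydrase CAH1 (FBgn0027844) was at 293 ± 52.1 TPM, rank 92, and mtd (FBgn0013576) at 27.2 ± 3.60 TPM, rank 449 (SD, n = 3). The water channel Drip (FBgn0015872) was at 147 ± 4.12 TPM, rank 143, and Est-6 (FBgn0000592) at 483 ± 47.4 TPM, rank 50 (SD, n = 3). In coding TPM, LysP was at 6156 ± 1018 in SGs against 3.08 ± 3.82 in crops (SD, n = 3), and Est-6 at 489 ± 50.0 against 16.5 ± 7.51. CAH1 was at 296 ± 53.6 in SGs and 53.6 ± 4.82 in crops. By contrast, mtd was at 27.5 ± 3.76 in SGs and 278 ± 15.5 in crops, and Drip was at 149 ± 4.62 in SGs, 18.1 ± 15.3 in crops and 193 ± 45.8 in PVs with LpWF (SD, n = 5). Coding TPM is a share of a fixed total. The 10 highest genes held 88.6% of it in SGs, 13.2% in crops and 41.3% in PVs with LpWF. The lower values of mtd and Drip in SGs therefore do not show lower levels relative to the remaining genes. Leaving out each SG library in turn moved the mean of LysP between 5634 and 6615 TPM and that of mtd between 25.1 and 28.4 TPM.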

Multiple drivers including *to*-Gal4-GFP (Fig. 6*F*) and the *Jhbp14*-Gal4-GFP (Fig. 6*G*) labeled SG secretory cells.

### Immunity Genes Are Induced in Axenically Raised Adults upon Exposure to a Normal Commensal Bacterial Species.

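RNA was sequenced from 5 libraries of pooled PVs from axenic flies, which were reared and kept without microbes, and from 5 libraries of pooled PVs from flies of the same rearing that received LpWF on their food as adults. Libraries were prepared from total RNA after depletion of ribosomal RNA. The estimated counts that the authors deposited per transcript are not normalized between libraries. Their sums per gene were rounded and compared here with edgeR, using TMM normalization, its default filter on low counts and quasi-likelihood tests with robust dispersions. Reads on genes ranged from 22619295 to 38486247 in axenic libraries, with a median of 36819259, and from 23554130 to 45500807 in LpWF libraries, with a median of 34491955. Those on protein-coding genes ranged from 15732156 to 27762903 and from 14563414 to 32484290. Depletion was incomplete, and ribosomal RNA held 19.0 to 43.4% of the reads in axenic libraries and 15.3 to 38.8% in LpWF libraries. It exceeded 25% in replicates 4 and 5 of each group. Comparing these 4 libraries with the other 6 gave 1098 genes with an adjusted p under 0.05, so this split was treated as a possible technical batch. It is not a term in the test reported here, and was used for separate values within each part and as an alternative. The authors used DESeq2 on gene counts from Salmon. Dataset S7 lists genes with an adjusted p under 0.01 and a log2 fold change over 0.8, and these limits were applied to changes in both directions.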

To investigate immunity in the PV under controlled microbial conditions, we performed bulk RNA sequencing on dissected PVs from axenic flies and flies associated with the normal commensal bacterial species *LpWF*. 

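Of 9360 genes tested in the 10 PV libraries, 0 passed the limits of Dataset S7, while 908 had an unadjusted p under 0.05. A single gene had an adjusted p under 0.05. This was CG31705 (FBgn0028490, chromosome arm 2L from 11523021 to 11528205), which was named after its values were seen. It was at 114 ± 11.3 CPM in axenic PVs and 67.6 ± 0.818 CPM in PVs with LpWF (SD, n = 5 each), a log2 fold change of -0.75 (standard error 0.07, adjusted p = 0.00244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in all 5 LpWF libraries than in any axenic one. The test was checked on counts simulated for the same genes and libraries, with 200 genes changed by known factors. It recovered 84.2% of those tested at an adjusted p under 0.05. The changed genes were drawn at random, and no batch was simulated. This share does not give the recovery at the limits of Dataset S7. Nor does it hold for genes that vary widely within a group, as most of the immune genes below did. Among the alternatives without a replicate term, DESeq2 restricted to genes with a mean count of at least 190 moved these counts most, to 3 genes past the limits and 67 with an adjusted p under 0.05. With a term for replicate number, set beforehand, edgeR gave 0 and 34. DESeq2 with that term, chosen after seeing the data, gave 37 and 253, and 25 of the 37 are in Dataset S7. The count past the limits therefore depends on the model. Replicate numbers were not taken to pair libraries, for reasons given after the article. With edgeR and the groups alone, leaving out 1 library changed the count past the limits once, when CG31705 passed them without axenic replicate 4. Without LpWF replicate 5, 10 genes had an adjusted p under 0.05, all of them lower with LpWF.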

We found that the introduction of *LpWF* increased the expression of immune genes in the PV compared to the axenic control (*SI Appendix*, Fig. S3*C* and Table S7). These genes include antimicrobial peptides *DptB*, *AttB*, *AttA*, and *Def* as well as other immune molecules such as *IM18*, *PGRP-SD*, *PGRP-SB1*, and *pirk*. This raises the question of whether development in the presence of commensals causes an adaptation that diminishes a defensive reaction to these species (54).

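All 8 genes had a higher mean with LpWF. DptB (FBgn0034407, 2R from 18867391 to 18867895) was at 70.2 ± 96.2 CPM in axenic PVs and 303 ± 249 CPM with LpWF (SD, n = 5 each), a log2 fold change of 2.11 with a standard error of 1.26. AttB (FBgn0041581, 2R from 14749223 to 14750165) was at 4.29 ± 4.30 and 23.3 ± 18.7 CPM, a change of 2.45 with a standard error of 1.01. Its neighbor AttA (FBgn0012042, 2R from 14747362 to 14748215) was at 5.60 ± 5.77 and 27.3 ± 23.4 CPM, a change of 2.29 with a standard error of 1.07. These 2 genes are near-identical copies, and their summed counts changed by 2.36 with a standard error of 1.07. Def (FBgn0010385, 2R from 10054178 to 10054576) was at 225 ± 146 and 466 ± 238 CPM, a change of 1.05 with a standard error of 0.58. IM18 (FBgn0067903, 2R from 23600914 to 23601773) was at 3.45 ± 5.40 and 32.8 ± 42.7 CPM, a change of 3.23 with a standard error of 1.47, and LpWF replicate 1 alone stood at 107 CPM against 1.59 to 30.9 CPM in the other LpWF libraries. PGRP-SD (FBgn0035806, 3L from 7651180 to 7651900) was at 19.7 ± 17.6 and 67.9 ± 49.1 CPM, a change of 1.79 with a standard error of 0.88. PGRP-SB1 (FBgn0043578, 3L from 16727299 to 16727989) was at 2.78 ± 1.98 and 11.9 ± 8.08 CPM, a change of 2.12 with a standard error of 0.77. For pirk (FBgn0034647, 2R from 21660967 to 21662995) the means were 5.82 ± 2.11 and 14.9 ± 7.77 CPM, a change of 1.36 with a standard error of 0.36, and all 5 LpWF libraries were above the highest axenic library.
With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, the adjusted p was 0.615 for DptB, 0.495 for AttB and PGRP-SB1, 0.527 for AttA, 0.580 for Def, 0.524 for IM18, 0.537 for PGRP-SD and 0.380 for pirk. In this test none of the 8 was past a limit of 0.05, and 3 of them (AttB, PGRP-SB1 and pirk) had an unadjusted p under that limit. The call depends on the test for pirk, whose adjusted p was 0.0110 with DESeq2 and ranged from 0.00774 to 0.731 over the alternatives set beforehand. With DESeq2, 7 of the 8 had an unadjusted p under 0.05. With a term for the ribosomal RNA split, added after seeing the data, all 8 had an unadjusted p under 0.05 and 0 an adjusted one. Fits with a term for replicate number change these calls. In edgeR, set beforehand, 1 of the 8, pirk, then had an adjusted p under 0.05. In DESeq2 with that term, chosen after seeing the data, all 8 did. Replicate numbers were not taken to pair libraries, for reasons given after the article with the other alternatives. Levels varied widely within each group, from 0.728 to 233 CPM for DptB among axenic libraries and from 63.4 to 682 CPM among LpWF libraries. The median log2 fold change of the 8 genes was 2.12, and it lay between 1.62 and 2.56 when each library was left out in turn. It was 2.07 among the 6 libraries with less ribosomal RNA and 2.74 among the 4 with more, with all 8 genes higher in both. In Fig. S3C and Table S7 the paper sets the LpWF libraries against the axenic ones, and from the immune genes among those that rose it concludes that introducing LpWF increased immune gene expression in the PV. It then raises the question of whether development together with commensals leads to an adaptation that lessens the defensive reaction.

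**Figure D2:**
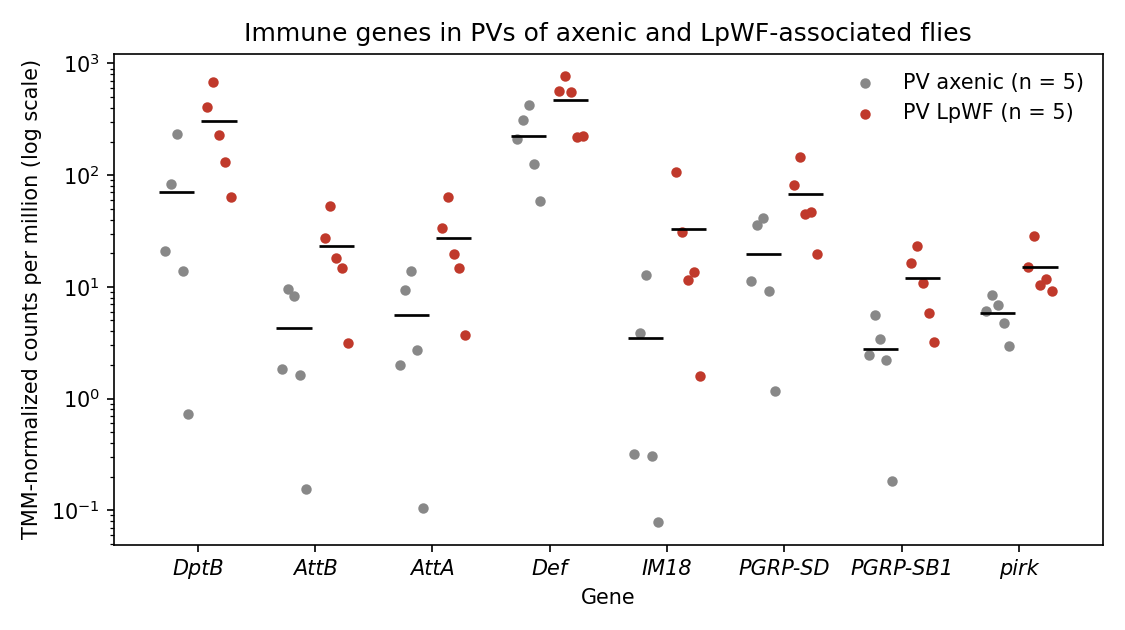
TMM-normalized CPM on a log scale of the 8 immune genes in each of the 5 axenic and 5 LpWF PV libraries. Points are libraries and black lines are group means; the groups overlap for each gene except pirk, whose 5 LpWF libraries lie between 9.19 and 28.2 CPM and whose axenic libraries lie between 2.94 and 8.50 CPM.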

## Discussion

### The Cellular and Genetic Makeup of an Animal Digestive System Is Now Largely Complete.

The addition of the Drosophila foregut at single-cell resolution to previous studies of the midgut (25, 30–33) and hindgut (25) brings nearly an entire animal digestive system to a cellular level of understanding. Most individual gut cell types and cell-type enriched gene expression have now been characterized. The adult foregut was the last gut region to be analyzed at this depth, probably because of its complexity and diversity compared to other gut regions. Broad surveys of animal cell types, often made using whole animals, are worthwhile but cannot currently substitute for the in-depth analysis of individual cell types as reported here. We ensured that cells were recovered in amounts similar to their representation in vivo (*SI Appendix*, SI Dataset, Table S1), which is impacted by size, shape, adhesivity, and tissue location. We validated (or contradicted) conclusions about cell types and tissue locations suggested by bioinformatic analysis using gene fusions.

Our studies strongly support previous studies of the foregut as a gatekeeper and central coordinator of gut activity with tissues such as the ovary requiring nutrition-dependent resources. By determining individual transcriptomes of the major cell types comprising the Drosophila adult neurosecretory axis, including the CA, CC, HCG, associated neural cells, and garland cells, we gained a more complete picture of their capabilities, clustered on a small region of the esophagus. It will now be easier to study how diet, stress, infection, aging, and other variables affect the intestinal tract and hormonal axis under conditions where the complexities of intertissue interactions can be identified, understood, and genetically dissected.

### The CA Mediates Circadian Gene Expression and Behavior.

Recent studies provide instructive examples of foregut-mediated tissue integration. Drosophila in temperate regions decrease JH expression in response to seasonal reductions in day length and temperature. As a result, the ovaries and gut enter reproductive dormancy, which greatly reduces egg production and digestive activity (17, 19). Brain neurons that project to the CA sense seasonal change and control the onset of reproductive dormancy by producing the neuropeptide Dh31. CA-associated Dh31 receptor (Dh31-R) activation then triggers cAMP elevation and represses JH production (55). In our experiments, CA cells preferentially express *Dh31-R*, which is orthologous to the human calcitonin receptor, but not *Dh31*. At least 36 GFP reporter lines and Gal4 lines from the CRIMIC and MiMIC collections that drive genes preferentially in the CA compared to other foregut tissue were identified that will facilitate further dissection of CA functions (*SI Appendix*, SI Dataset, Table S5).

The finding that the CA cluster expresses circadian genes raises the question of whether circadian cells are distinct from JH-producing cells. If so, individual cells within the cluster should differ in their expression of circadian and JH-production markers. Circadian cells can be recognized by their high expression of the *Ahcy* gene encoding Adenosylhomocysteinase, a regulator of chromatin methylation reactions at circadian target genes in mammals (56), that is also found in Drosophila circadian neurons (57). *Ahcy* ranked among the top seven preferentially expressed CA genes along with *jhamt* and *Cyp6g1* (*SI Appendix*, SI Dataset, Table S4, CA). Another methylation-promoting gene, *Sam-S* encoding S-adenosylmethionine synthetase, was also highly and specifically expressed, suggesting that it also supports circadian function. The JH pathway genes *jhamt* and *Cyp6g1* and the circadian genes *Ahcy* (and *Sam-S*) were highly expressed in all CA cells (Fig. 2*C*, row “CA”). These findings argue that a single CA cell type functions in both hormone production and as a local circadian clock.

Another circadian behavior controlled by the CA is summiting (58). This programmed response elicited by various pathogens requires DN1p circadian neurons, neural inputs from the pars intercerebralis (PI), and the CA itself. In this case, PI to CA neurons highlighted by the driver Gal4 line R19G10 were shown to extensively synapse on the esophagus near its junction with the PV, and with the CA (58). We observed that N1 cells are specifically enriched in AstC-R2, the receptor for the neuropeptide AstC whose production by DN1p circadian neurons is critically important for oogenesis rhythms (59).

Our transcriptome of the adult CA reveals that the *esg* gene is highly expressed. This suggests that the gut regression observed after knocking down *jhamt* expression using esg-Gal4 (60) is likely due to loss of JH expression in the CA and may mimic reproductive dormancy.

### The CC Mediates Metabolic Homeostasis.

The CC helps maintain metabolic homeostasis throughout the animal by controlling production of its glucagon-like Akh signal (61). Akh also shows homology to mammalian gonadotrophin-releasing hormone GnRH (62), and the Akh receptor AkhR shows evolutionary conservation to the mammalian GnRH receptor (22, 63). These similarities underscore that Drosophila has tissues analogous to the vertebrate HPG (hypothalamus pituitary gonadal) axis and that the regulation of metabolism in animals has a common evolutionary origin. Our experiments greatly expand knowledge of the transcriptome of the adult CC and identify at least 39 GFP reporter-lines and Gal4 lines from the CRIMIC and MiMIC-derived collections for CC-preferential genes (*SI Appendix*, SI Dataset, Table S5).

During development, the CC detects glucose levels through changes in conserved ATP-sensitive potassium channels (61) and down-regulates Akh production in response to nutrient stress using a conserved cGMP-dependent protein kinase encoded by *dg2* (22). Production of allatostatin A (AstA) by the intestine was recently demonstrated to increase in response to sleep deprivation (64). Specifically, high AstA levels stimulate Akh release from the CC in response to AstA-R receptor activation, giving rise to energy wasting.

### The Foregut May be a Focus of Evolutionary Adaptation.

Recently, sequencing of historical Drosophila specimens from museum collections spanning the last 200 y made it possible to identify genes likely to have been targets of recent selection (65). These results supported previous evidence that selection at the *ref*(2)*P* and *CHKov1* genes contributed to sigma virus resistance beginning around 1,800. More recently, selective changes identified at *Cyp6g1* and *Ahcy* are consistent with postulated roles in DTT resistance. These results take on further interest in light of our findings showing that all four of these genes are preferentially expressed in the foregut in cluster N1 or in N1 and the CA. Genetic changes in foregut genes in response to environmental changes involving pathogen and toxin exposure are consistent with the foregut’s gatekeeper role.

### The Dynamic Nature of the PM.

This study expands upon previous analyses of the PM in diverse insects (6, 9, 11, 20, 29, 38). We clarified the likely origin of the four PM layers from different PV cell types and determined genes expressed preferentially in each to gain insight into the digestive strategy of the PM (Fig. 4*E*). Such a layered structure appears to be conserved at least over intermediate evolutionary time frames, since the PM zones as revealed by electron microscopy in *C. erythrocephala* (20) appeared very similar to our observations in Drosophila. Previous comparisons between groups have emphasized the major differences in PM types between insect groups epitomized by the classification into type I and type II PMs, which are either produced continuously along the midgut (type I) or extruded from the PV (type II) (6). While differences are inevitable given the diversity of insect lifestyles, our results suggest that the PM is a dynamic structure that changes substantially in response to dietary changes and circadian inputs. This study provides genetic tools to undertake detailed investigations of PM biology and dynamics.

Our data and previous analyses of midgut gene expression (30, 31) strongly suggest that the PM continues to be modified and supplemented with new chitin, chitin-binding proteins, digestive enzymes, and immune proteins as food materials move through the midgut. Supporting this conclusion, the same chitin synthase, Chs2, that builds the PM scaffold in the anterior PV continues to be expressed by midgut enterocytes in some regions. New chitin fibers may be synthesized near the site where they are needed, including by intestinal microvilli. Chs2 is likely activated on site by chymotrypsin-dependent proteolysis. PV6-3 cells and enterocytes throughout the midgut express high levels of *Jon99Cii* and *Jon99Ciii* which are orthologs of human chymotrypsin C (*CTRC*). *CTRC* is expressed in the pancreas as an inactive proenzyme that is activated by trypsin. It is required for full activation of other digestive proteases and degrades excess trypsinogen to protect against excess trypsin activity (66). Jon99C proteins likely activate Chs2 in a similar manner. Studies in *Manduca sexta* indicate that Chs2 is activated after its extracellular carboxy terminal region binds a chymotrypsin-like enzyme. Insect chymotrypsins are themselves activated by midgut trypsins (67). Many digestive enzymes have the structure of zymogens that can likely be secreted, assembled in the PM, and then activated by the digestive activity of the PM lumen. The anterior midgut region may be particularly active in PM remodeling. Dozens of PM-related genes and enzymes are expressed highly in the most anterior midgut region, region a1, but at much lower levels in the middle and posterior midgut (30).

### Evolution of a Protective Layer Separating the Gut Microbiome and Enterocytes.

Currently, the PM is widely viewed as an invertebrate-specific structure that functions in both digestion and to protect enterocytes from excessively activating the immune system due to direct contact with bacteria. In mammals, such protection is provided by Muc2-type mucins that form a thick protective layer whose disruption is associated with inflammatory bowel disease [review: (68)]. Our detailed analysis of the PM now suggests that these differences may be smaller than previously supposed. The large L3 layer of the PM is highly enriched in mucins and lies close to enterocytes (Fig. 4*E*). This layer is produced by PV5 cells, which are larger and more numerous than other PM-producing cells combined. It may be that a mucin layer represents the evolutionarily most ancient mechanism for protecting gut cells from the gut contents. The evolution of the outer layers and reinforcement with chitin fibrils may have evolved later to provide greater protection from mechanical damage caused by food items. We observed a possible remnant of this ancient connection in our studies of PV5 cell morphology. These distinctively shaped columnar cells contain apical secretory microvilli and lateral plasma membrane extensions that anchor PV5 cells to their neighbors (Fig. 1*B* and *SI Appendix*, Fig. S2*A*). Similar cell morphology, secretory microvilli, and lateral extensions are present in major mucus-producing goblet and adjacent Tuft cells in mammals (69, 70).

### The Foregut and Immunity.

The Drosophila gut (71), the PM (11), and associated gut microbiota (5) all make important contributions to defense against pathogens. Our observations add to the knowledge of immune gene expression in the foregut in animals growing on a normal laboratory diet low in pathogens. In this state, the esophagus and PV still express a wide range of genes with documented functions in virus and pathogen resistance. Moreover, they express sensor molecules such as *PGRP-LB* in PV6-1 cells and *PGRP-SC2* in PV6-3 cells, a few antibacterial effectors such as lysozyme genes, and antiviral *vir-1* in PV and esophageal cells. Nonetheless, the highly inducible effector molecules such as antimicrobial peptides were not highly expressed under the conditions of scRNAseq analyses.

Within the posterior PV, we detected potential sources of host immunity. We found that PV6-3 cells express several antibacterial genes including the lysozyme *LysE*, a regulator of the humoral response *Pebp1*, and the antivirus effector *CG11671*. PV6-4 cells, a much smaller cell group than PV6-2 and PV6-3, differentially expresses several genes with antimicrobial functions, including the antifungal *Drs* and the putative bacterial lysozyme *LysP*. These immune effectors also may have a role in digestion of consumed microbes to liberate their nutrients for absorption by the fly (72). PV6-4 also highly expressed a group of genes with unknown functions, including *CG45080*, *CG34212*, and *CG13947* (*SI Appendix*, SI Dataset, Tables S3 and S4). We also captured a separate small cluster of Hemolectin (*Hml*)-expressing cells. *Hml* encodes a large multidomain protein produced by hemocytes, a primary Drosophila immune cell type. To localize these cells, we expressed GFP under the control of an *Hml* Gal4 line. This approach allowed us to consistently localize the *Hml*-expressing-cells to the PV6 and anterior midgut junction (*SI Appendix*, Fig. S3*D*). Based on their posterior location, some of these immune reactive cells may account for the regionalized production of antimicrobial peptides observed in response to IMD pathway activation (73).

The esophagus (and crop duct) within the PV constitutes a foregut commensal niche that hosts strains of *L. plantarum* (*LpWF*) isolated from wild-caught *D. melanogaster* [(4); Fig. 5*A*]. The establishment of *LpWF* within the niche facilitates subsequent colonization at closely associated esophageal sites by *Acetobacter indonesiensis* (*Ai*). These microorganisms have commensal functions including nutrition, immune regulation, and protection from infection (3, 5, 74). The presence of putative commensal interactions within the esophagus, a tissue that also must protect against pathogenic bacteria and viruses within the food, suggests that the PV has mechanisms for differentiating between commensal and pathogenic microbes.

The normal Drosophila microbiome appears to actively instruct the foregut to adapt its expression of immune genes in proventricular cells to the relatively low levels we observed in our scRNAseq experiments with flies raised on normal laboratory conditions. When we raised flies axenically and then exposed them to a conventional microbiome condition during adulthood, analysis of PV transcriptomes by RNAseq showed an upregulation of antimicrobial peptides and many other immune molecules (*SI Appendix*, SI Dataset, Table S7). This response may reflect a failure to desensitize PV immunity to the presence of commensal species present at a basal level. 

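Immune genes beyond those named were followed as lists fixed before the data were examined, and each list was tested as a set with fry, a two-sided rotation test, with adjustment over the 14 lists that had at least 3 genes tested. The list of IMD pathway readouts holds antimicrobial peptides, PGRP genes and regulators, and 19 of its 21 genes were tested. All 19 were higher with LpWF, with log2 fold changes from 0.25 to 3.72 and a median of 1.79. Of these genes 9 had an unadjusted p under 0.05, 2 passed 0.05 when adjusted over the list alone, and 0 passed it when adjusted over all genes tested with edgeR's quasi-likelihood test. As a set the list had an adjusted p of 0.123 by fry. Part of it consists of genes in Dataset S7, which the study picked on these libraries, so the count adjusted over the list alone is not independent evidence. The 11 genes outside Dataset S7 were all higher too, with a median of 1.65, a subset chosen after seeing the data. By fry this subset had an unadjusted p of 0.0425, and of 0.00875 with a term for replicate number. It was not part of the adjustment over the 14 lists. For the 8 immune genes named in the results the set had an adjusted p of 0.123 by fry, as the IMD list had. Of these 8 genes, 1 passed 0.05 when adjusted over the list alone. All 8 are in Dataset S7, so tests of this set are not independent evidence either. Readouts of the Toll pathway did not move together, with 5 of 16 genes higher, a median of -0.10 and an adjusted p of 0.539 by fry. On this list 2 genes had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. For JAK-STAT and stress genes, 2 of 7 were higher, with a median of -0.49 and an adjusted p of 0.875, and 1 had an unadjusted p under 0.05. None of the 14 lists had an adjusted p under 0.05 by fry, while 4 lists, those of the named genes and of the IMD pathway among them, had an unadjusted p under 0.05. With a term for the ribosomal RNA split, added after seeing the data, 3 lists passed 0.05 by fry. These were the named genes and the IMD pathway, both higher with LpWF, and the fat body, which was lower. With a term for replicate number, set beforehand, 4 lists passed 0.05 by fry, each with an adjusted p of 0.0232. These were the named genes and the IMD pathway, both higher with LpWF, and the esophagus and the fat body, both lower. Replicate numbers were not taken to pair libraries, for reasons given after the article. With camera's preset correlation 9 lists passed 0.05, and none of these calls held under fry in the model with the groups alone or under camera's estimated correlation.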

How the foregut and downstream intestinal tissue are prepared to protect the intestine from pathogens whenever an infection occurs while selectively maintaining the commensals remains to be fully explored (5).

### Advancing scRNAseq Studies Using Experimentally Tailored High-Content Biological Annotation.

Our studies highlight a powerful way to further improve scRNAseq pipelines. Often, cell clusters can neither be fully identified nor tested for cell-type homogeneity. We employed a robust and expandable system of biological annotation by selecting more than 150 strains from a genome-wide library of Drosophila stocks carrying gene expression reporters for more than 1,800 different genes. Studying the spatial expression of these genes in the foregut tissue of flies living under similar conditions to those experienced prior to scRNAseq cell preparation minimizes many variables. Moreover, these lines provide a permanent resource for addressing future questions.

The most straightforward use of the lines is to identify and validate cell clusters. Typically, multiple genes enriched in a cluster can be tested, allowing gene expression homogeneity within the cluster to be investigated. Full specificity is not essential to gain substantial benefits in interpreting gene knockdown experiments. Further diversifying gene coverage will only increase opportunities to enhance gene expression-based studies using tissue-level biological content.

### Understanding Evolutionarily Conserved Aspects of Foregut Biology.

How tissue systems in early animals developed neuroendocrine controls to optimize the activity of physiological systems such as digestion has the potential to illuminate current animal biology. Hartenstein (13) has reviewed the striking similarity in neuroendocrine control mechanisms between phyla, but differences are also found (14). Evidence exists for the conservation of many intestinal peptide-signaling systems (75). For example, oxytocin regulation has been conserved over 600 million years (76). Segrist and Cherry (77) documented conservation of intestinal epithelial defenses against viruses. Body temperature regulation is mediated by Dh31/Dh31-R in Drosophila. In vertebrates, the Dh31-R ortholog, the calcitonin receptor (CalcR), controls body temperature (78, 79). Circadian clock regulation of many aspects of animal physiology is also conserved (80, 81). The neuroendocrine control of metabolism via the vertebrate HPE axis may extend to most or all animal groups (22). Given the many critical roles played by the foregut, further study of this tissue is certain to deepen our understanding of animal biology.

## Materials and Methods

We describe in the Results section the methods used to carry out this study using widely known techniques [(34, 36–38, 49) and *SI Appendix*, *References*]. Our use of hand-isolated, highly pure foregut starting material for cell isolation and our validation and refinement of initial clustering using biological annotation were essential to achieving high-quality results. Detailed protocols and materials information are given in *SI Appendix*, *Supplemental Methods*.

## Supplementary Material

Appendix 01

Dataset S1

Dataset S2

Dataset S3

Dataset S4

Dataset S5

Dataset S6

Dataset S7

Dataset S8

Movie S1. Movements of a freshly dissected proventriculus cultured *in vitro*.

## Data Availability

Sequence data have been deposited in NIH GEO (GSE243037) (37). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Cellular and molecular organization of the Drosophila foregut
**Source:** Proc Natl Acad Sci U S A. 2024 Mar 5;121(11):e2318760121. doi: 10.1073/pnas.2318760121
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

Cellular and molecular organization of the *Drosophila* foregut

Haolong Zhu, William B. Ludington, and Allan C. Spradling

### **This PDF file includes:**

- Supplemental materials and methods
- Figures S1 to S4
- Legends for Datasets S1 to S8
- Legend for Movie S1
- SI References

### **Other supporting materials for this manuscript include the following:**

- Datasets S1 to S8
- Movie S1

## **Supplemental materials and methods**

### **Drosophila stocks, husbandry, and crosses**

Drosophila were cultured on the standard laboratory fly food at room temperature (23 to 25 °C). Genes driving Gal4 were examined after crossing to UAS-GFP reporters. Genes fused to GFP were examined directly. Drosophila stocks used in the study are summarized in the key resources table.

### **Immunofluorescence and light microscopy**

Drosophila guts were dissected in phosphate-buffered saline (PBS) followed by immediate fixation in 4% paraformaldehyde in PBS (made from Paraformaldehyde 16% Aqueous Solution EM Grade, Electron Microscopy Sciences, Sku#15710) for 90 minutes at room temperature. Samples were then washed and permeabilized three times in PBST (0.1% Triton X-100 in PBS) for 15 minutes each. Samples were stained with DAPI (2 µg/mL in PBST) for 10 minutes at room temperature, and then washed three times in PBST for 15 minutes each. Samples were equilibrated in 50% glycerol in PBST for at least 30 minutes, and then mounted in mounting media (4% propyl gallate, Sigma-Aldrich, Sku#02370, and 80% glycerol in PBST). All the incubation and washing steps were performed on a nutator. Images were acquired with a Leica TCS SP8 confocal microscope or a Leica Stellaris 8 DIVE multiphoton confocal.

### **IMARIS nucleus quantification**

Proventriculus cell quantification was performed using the spot detection function of the IMARIS software (v10.0.0). Specifically, the raw Z-stack data was reconstructed into a 3D object from which spots were generated by automated spot detection based on

the DAPI signal. Cell type boundaries were determined based on the cellular identities and later verified by transgenic labeling. The results were validated manually and multipliers were removed when necessary.

### ***Ex vivo* live imaging**

*Ex vivo* foregut live imaging was conducted by following Marchetti, Zhang, and Edgar (2022) with minor modifications as noted. Briefly, *Drosophila* gut tissues were freshly dissected and mounted in agarose pads made of 1% low gelling temperature agarose (Sigma-Aldrich, Sku#A9414) in modified Schneider's medium without additives. Mounted samples were placed in a 35 mm dish (ibidi,  $\mu$ -Dish 35 mm low, Cat#80136). About 120  $\mu$ L of the complete culture medium with no isradipine was carefully added to the dish. See Marchetti, Zhang, and Edgar (2022) for the detailed recipe. Live imaging was performed on a Leica DMI8 inverted microscope equipped with the Hamamatsu Flash4 v3 sCMOS camera. Images were acquired using the DIC mode at 100 fps. The movie was generated from the raw data using the VisiView software (Visitron Systems, v6.0.0.18), IMARIS (v10.0.0), and Adobe Premiere (v22.64).

### **RNA fluorescence *in situ* hybridization (RNA-FISH)**

RNA-FISH probes were designed using the Stellaris Probe designer (<https://www.biosearchtech.com/support/tools/design-software/stellaris-probe-designer>) and synthesized with the Stellaris Probe Technology (Biosearch Technology Inc.). The probe sequences are summarized in Dataset S8. RNA-FISH experiments were performed by following the Stellaris RNA-FISH *D. melanogaster* Wing Imaginal Discs protocol (Biosearch Technology Inc.). Briefly, dissected proventriculus tissues were fixed in 4% PFA in PBS and permeabilized in 70% ethanol in PBS overnight at 4 °C. Samples were

washed in 1 mL of Wash Buffer A (Cat#SMF-WA1-60) for 5 minutes at room temperature, and then incubated in 100  $\mu$ L of Hybridization Buffer (Cat#SMF-HB1-10) containing probe (1  $\mu$ L of 5 nmol probe stock solution to 100  $\mu$ L of Hybridization Buffer) for 10-16 hours at 37 °C. Wash Buffer A and Hybridization Buffer contain 10% (v/v) formamide. Samples were washed in 1mL of Wash Buffer A for 30 minutes at 37 °C followed by DAPI nuclear stain (2  $\mu$ g/mL DAPI in Wash Buffer A) for 30 minutes at 37 °C. Afterward, samples were washed in 1 mL of Wash Buffer B (Cat#SMF-WB1-20) for 5 minutes at room temperature and finally mounted in mounting media (4% propyl gallate, Sigma-Aldrich, Sku#02370 and 80% glycerol in PBST). All the steps were performed on a nutator. Images were acquired with a Leica TCS SP8 confocal microscope.

### **Electron microscopy**

Samples for electron microscopy were prepared as described in Dodge *et al.* 2023 with minor modifications as noted. *Drosophila* foreguts were dissected and fixed in 1% paraformaldehyde (made from Paraformaldehyde 16% Aqueous Solution EM Grade, Electron Microscopy Sciences, Sku#15710), 3% glutaraldehyde (made from Aqueous Glutaraldehyde EM Grade 25%, Electron Microscopy Sciences, Sku#16220), 2 mM Calcium Chloride, and 0.1 M Cacodylate buffer (pH 7.4) for one hour at room temperature and then overnight at 4 °C. After fixation, samples were quenched in 50 mM Glycine, 0.1 M Cacodylate buffer for 15 minutes, washed with 0.1 M Cacodylate buffer 2 times, and post-fixed with 1% osmium tetroxide (made from Osmium Tetroxide 4% Aqueous Solution, Electron Microscopy Sciences, Sku#19150) and 1.5% potassium ferrocyanide in 0.1 M Cacodylate buffer for 1 hour at room temperature. Samples were

washed with Cacodylate buffer and then 0.05 M Maleate buffer (pH 5.15) followed by *en bloc* staining with 0.5% (w/v) uranyl acetate (Electron Microscopy Sciences, Cat#22400) in 0.05 M Maleate buffer (pH 5.15) for 1 hour. After washing in water 3 times, samples were dehydrated using 30%, 50%, 75%, 85%, 95%, and 100% ethanol in series, followed by four rinses in propylene oxide. After dehydration, samples were infiltrated and embedded in EMbed 812 resin (Electron Microscopy Sciences, Sku# 14900) following the manufacturer's protocols. The resin blocks were oriented and cross-sectioned using a Leica EMUC7 ultramicrotome. Ultrathin sections at about 85 nm thickness were collected at every 25-30-micron interval and examined using a Hitachi HT7800 transmission electron microscope operated at 80KeV. Digital images were acquired by using an AMT NanoSprint 12 camera.

### **Single cell RNA sequencing (scRNAseq)**

Proventricular and associated tissues were dissected in cold PBS from adult mated female flies (w[1118]; P{w[+mC]=UAS-GFP.nls}/+; PBac{w[+mC]=IT.GAL4}bond[1385-G4]/+) reared with a conventional gut microbiome. Tissue-cutting sites were at the anterior esophagus before its entry point into the proventriculus, the anterior midgut boundary, and the crop duct entering the base of the crop (Figure S1A). Dissected tissues were kept in PBS on ice until about 60-70 pieces were collected. Each proventriculus was delaminated from a triple-layer epithelium into a monolayer by gentle tugging with forceps before further dissociation (Figure S1B). The tissue suspension was processed with a combined mechanical and enzymatic dissociation (8-10 mg/mL Gibco Collagenase, Type IV, powder, Thermo Fisher, Cat#17104019 in PBS) for about 30 minutes at room temperature. After the dissociation, 150  $\mu$ L FBS was

added to quench the reaction. The cell suspension was filtered through a 20 µm syringe (BD, Cat#340595). The cells were spun down at 500 g for 5 minutes at 4 °C following supernatant removal. The cell pellets were washed in 1 mL of cold PBS with 0.08% BSA with a gentle resuspending. The cells were spun down again at 500 g for 5 minutes at 4 °C and resuspended in 40 µL PBS with 0.08% BSA. A small portion of the cell suspension was examined on a hemocytometer from which single cells with various sizes and morphologies were observed. Libraries were prepared using 10X Genomics products including the Chromium Next GEM Single Cell 3' Kit v3.1 (PN1000128), Chromium Next GEM Chip G Single Cell Kit (PN1000127), and Single Index Kit T Set A (PN1000213) and following the manufacturer's protocol (CG000204 Rev D). Qubit dsDNA Quantification Assay Kit (Thermo Fisher, Cat#Q32850) and the Agilent High Sensitivity DNA Kit (Agilent, Cat#5067-4626) on the 2100 Bioanalyzer System were used at the appropriate steps for quantification and quality control. Sequencing was conducted on the Illumina NextSeq500 using 28x91 bp reads with 8 base indexing, as per the 10X Genomics protocol.

### **Analyses of scRNAseq**

Reads were processed using Cell Ranger (v6.0.1) following the 10X Genomics protocol. The *Drosophila melanogaster* genome BDGP6.22 Ensemble release 98 was used as the reference genome. A piece of *GFP* CDS sequence (Dataset S7) was added as an artificial chromosome in the reference genome to allow *GFP* expression detection. Further bioinformatic analyses were performed using the Seurat package (v4.3.0) following the published instructions from the Satija lab in R (v4.1.2). Putative cells with a high ratio of mitochondrial gene expression (mtRNA > 8%) or/and abnormally high

UMI (UMI > 5000) were eliminated. Triplicate datasets were integrated using the Seurat integration function. The initial clustering identified 18 putative cell clusters (Fig 2A). One initial cluster (#2) with an abnormally higher average UMI than the others and mixed molecular identities was removed. A comprehensive re-clustering was conducted to further improve the signal sensitivity by examining the analysis with different numbers of principal components and the resolution parameter (PCs = 30, resolution = 0.3). Sub-clustering was introduced to distinguish a few clusters containing multiple cell types. These steps were essential to identifying the balance of over- and under-clustering and maximizing the detection of true biological signals. Overall, the analyses determined 18 final cell clusters which were further validated by transcriptomic analyses and genetic labelling. Plots were generated using the ggplot2 package (v 2\_3.4.3).

### **Raising axenic flies**

Axenic flies were raised by following Dodge *et al.* (2023). Briefly, germ-free Canton-S flies were reared in Wide Drosophila Vials (Cat#32-114, Genesee), with Droso-Plugs (Cat#59-201, Genesee). The germ-free fly food composition was 10% glucose (filter-sterilized), 5% autoclaved live yeast, 0.42% propionic acid (filter-sterilized), 1.2% autoclaved agar, and 0.5% autoclaved cornmeal. Each vial contained about 3-5 mL of food. Germ-free fly stocks were passaged to fresh vials every 3-4 days.

### **Bulk messenger RNA sequencing (RNAseq)**

Flies used for RNAseq were reared axenically. Flies except the axenic proventriculus control samples were inoculated with a dose of *Lactiplantibacillus plantarum* (LpWF, Obadia *et al.* 2017 and Dodge *et al.* 2023), one of the *Drosophila melanogaster* core gut microbiome species, during adulthood. For LpWF inoculation

(Obadia *et al.* 2017 and Dodge *et al.* 2023), an equivalent of  $10^5$ - $10^6$  CFU/fly *LpWF* cell suspension in PBS was spread on the top of the fly food where adult flies were housed.

For the proventriculus isolation, about 30 pieces of the proventriculus tissue (with minimum tissues from crop ducts) from adult mated female flies were dissected in cold PBS. For crop isolation, about 30 pieces of the crop tissue (including crop ducts) from adult mated female flies were dissected in cold PBS. Excess PBS was removed as much as possible from the tissue collection after a quick spin-down. Samples were flash frozen in liquid nitrogen and stored at -80 °C until enough samples were collected. RNA extractions were performed using the Qiagen RNeasy Mini Kit (50) (Qiagen, Cat#74104) and Qiagen RNase-Free DNase Set (50) (Qiagen, Cat# 79254) and following the manufacturer's protocols.

For the salivary gland isolation, about 20 pairs of salivary gland tissues from adult mated female flies were dissected in cold PBS. Excessive PBS was removed as much as possible from the tissue collection after a quick spin-down. Samples were resuspended in an appropriate amount of TRIzol Reagent (Thermo Fisher, Cat#15596026) following the manufacturer's protocols. Samples were flash frozen in liquid nitrogen and stored at -80 °C until enough samples were collected. RNA extractions were performed using the TRIzol Reagent (Thermo Fisher, Cat#15596026) and following the manufacturer's protocols.

For all RNAseq experiments, purified total RNA samples were quantified and examined using the Qubit RNA High Sensitivity (HS) Assay Kit (Thermo Fisher, Cat#Q32852) and the Agilent RNA 6000 Pico Kit (Agilent, Cat#5067-1513) on the 2100

Bioanalyzer System for the quantification and quality control. The TruSeq Stranded Total RNA Library Prep Human/Mouse/Rat, 48 Samples kit (Illumina, Cat#20020596) was used for proventriculus and crop samples, and the TruSeq Stranded mRNA Library Prep, 48 Samples kit (Illumina, Cat#20020594) was used for salivary gland samples, following the manufacturer's protocols. The indexes used were from TruSeq RNA Single Indexes Set A, 12 Indexes, 48 Samples kit (Illumina, Cat#20020492). Sequencing was conducted on the Illumina NextSeq500 using 75bp single-end reads.

### **Analyses of RNAseq**

RNAseq data was processed using the Nextflow (v22.10.1) workflow revision 3.11.1. The *Drosophila melanogaster* genome BDGP6.22 Ensemble release 98 was used as the reference genome. For differential expression analysis on the proventriculus samples, Salmon-package-generated gene count data were further analyzed with the DESeq2 package (v1.34.0) in R (v4.1.2). Plots were generated using the ggplot2 package (v2\_3.4.3).

### **Generation of transgenic flies**

The Muc68D-tag line was generated using the plasmid containing the Muc68D-tag construct (ConstructID#35649249831002394\_H07) generated by Sarov *et al.* (2016). The plasmid was injected into the embryos of the recipient fly line with germline phiC31expression and the attP40 landing site (yw, nos-PhiC31; attP40). Flies with successful recombination events as indicated by the dsRed phenotypic marker were selected and balanced.

The vir-1-GFP line was generated based on the MiMIC line MI04501 whose insertion was located in the first *vir-1* coding intronic region by following the MiMIC RMCE protocol (Li-Kroege *et al.* 2018).

### Reanalysis of esophagus X-ray micro-computed tomography (XR $\mu$ CT) data

The X-ray micro-computed tomography (XR  $\mu$ CT) data for the adult fly esophagus from Dodge *et al.* (2023) was reanalyzed using IMARIS software (v10.0.0). Specifically, samples with *LpWF* colonization, and *LpWF* and *Acetobacter indonesiensis* (*Ai*) co-colonization were examined. Samples were reoriented and resampled with the esophagus perpendicular to the plane of the screen using the free rotation function. Relative esophageal space along the anterior-posterior axis was quantified and plotted using the surface function.

### Key resources table

## Supplemental figures

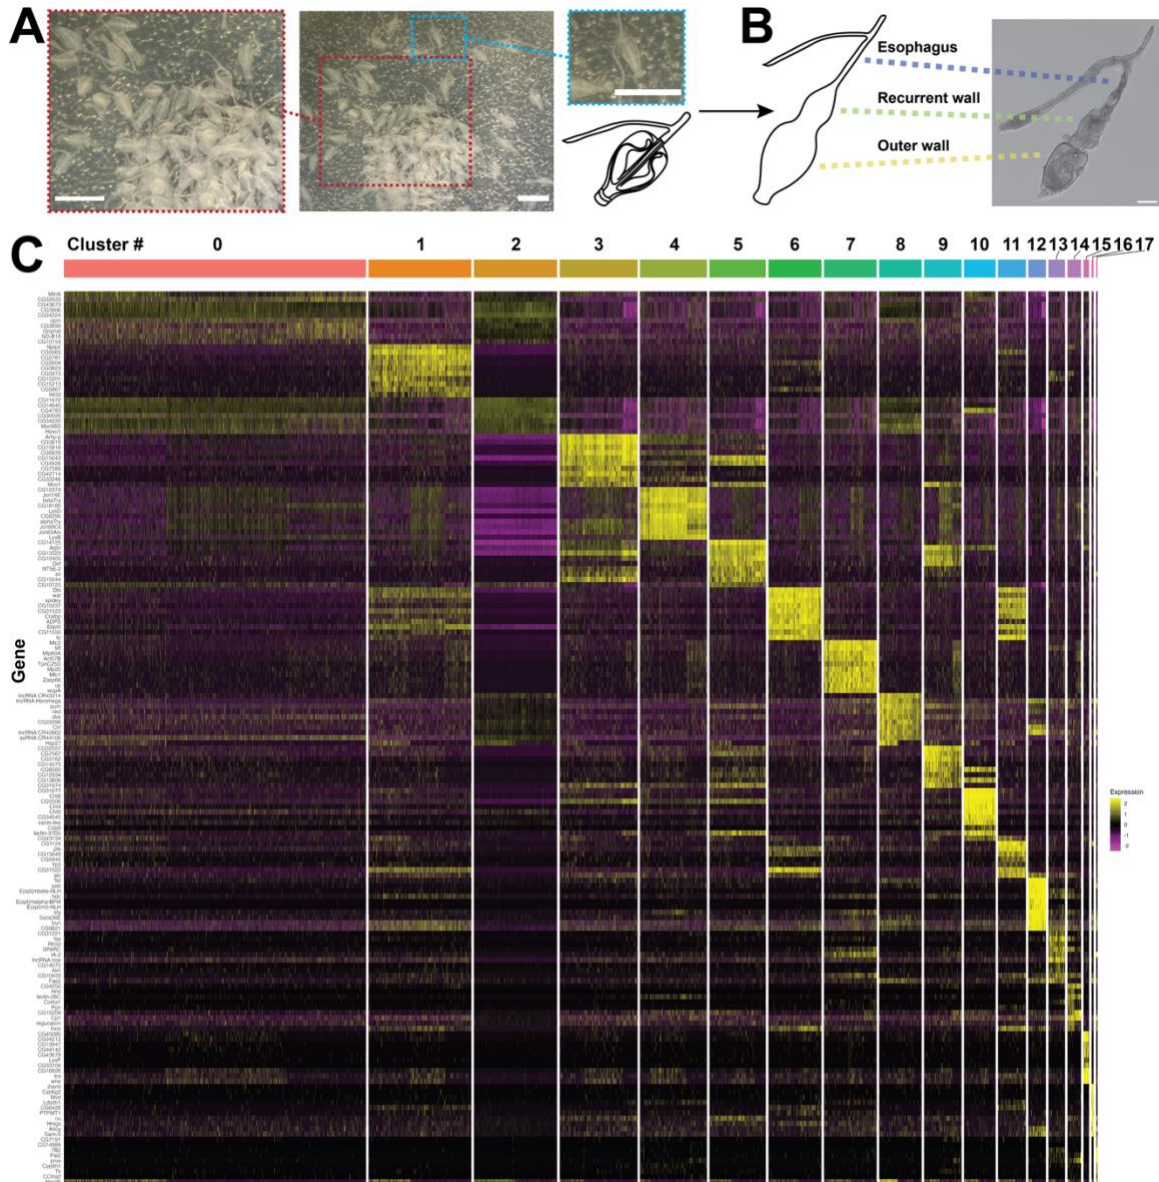

**Figure S1. Experimental methods and initial analyses supporting scRNAseq of the *Drosophila* foregut.**

A. Dissected PV tissue used for scRNAseq (center), magnified at left and right. B. Diagrams showing the unfolding of a triple-layer PV epithelium to facilitate uniform cell recovery for scRNAseq. The micrograph at right shows unfolded tissue with three PV

layers exposed. C. Preferential gene expression within 18 scRNAseq initial clusters (#0-17 at top) analyzed to display cluster-specific genes. Scale bars = 500  $\mu\text{m}$  (A); and 100  $\mu\text{m}$  (B).

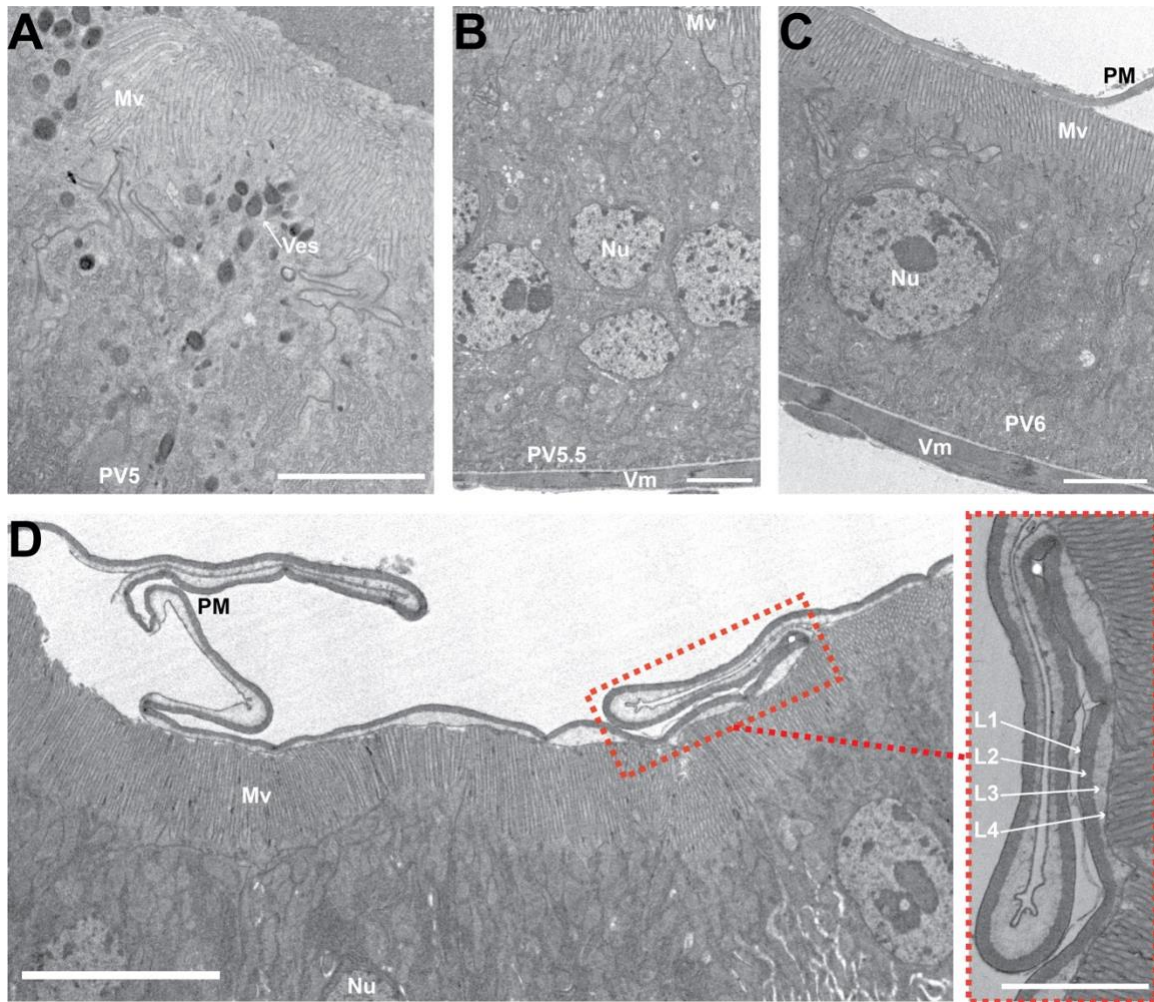

**Figure S2. Electron microscopical analysis reveals PV outer wall cells and the PM.**

A-C. PV5 cells exhibit apical microvilli with secretory granules docking nearby for secretion (A). The microvilli morphology changes as the tissue moves posterior to PV5.5 (B) and PV6 (C) cells. D. The structurally completed PM formed at the posterior PV with four layers resolved by electron microscopy. The PM shows buckling as the intestinal lumen becomes narrower from anterior to posterior PV. Peritrophic matrix (PM), microvilli (Mv), secretory vesicle (Ves), and nucleus (Nu). Scale bars = 2 μm (A-C); 5 μm (L in D); and 2 μm (R in D).

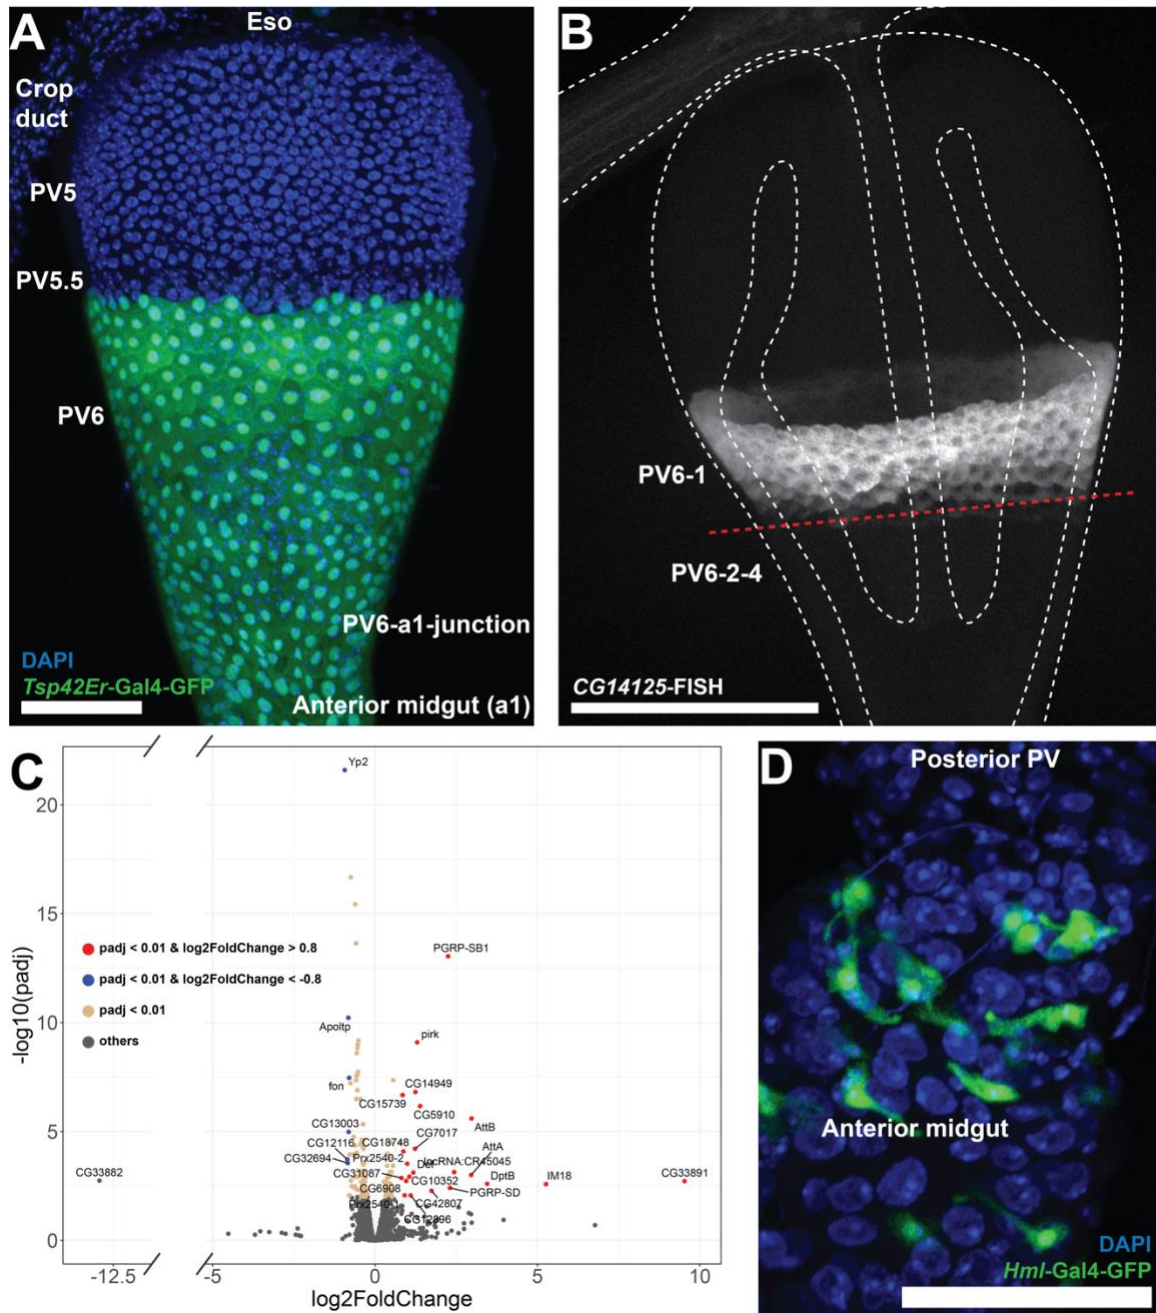

**Figure S3. Foregut tissue exhibits various sources of immunity.**

A. The posterior PV outer wall and anterior 1 (a1) midgut junctional region highlighted by *Tsp42Er-Gal4-GFP* expresses. B. PV6-1 cells highlighted by *CG14125* RNA-FISH. C. Volcano plot showing differentially expressed genes in PV tissues of adult flies reared in the presence of one normal gut microbiome species, *Lactiplantibacillus plantarum*

(*LpWF*) compared to adult flies reared axenically. D. *Hml*-Gal4-GFP reveals putative hemocytes in the posterior PV and anterior midgut junction. Scale bars = 50  $\mu\text{m}$  (A); 100  $\mu\text{m}$  (B); and 50  $\mu\text{m}$  (D).

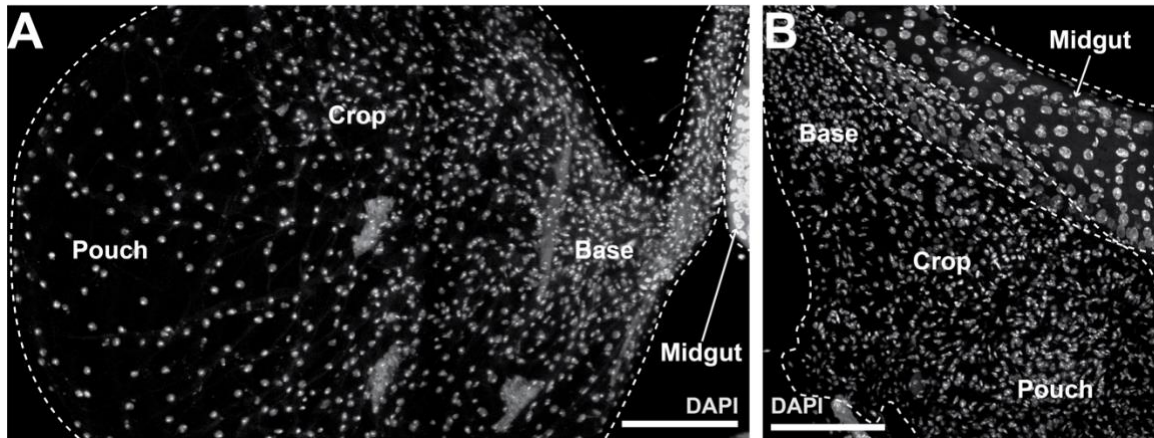

**Figure S4. The crop expands supporting transient food storage.**

Adult *Drosophila* develops crop structures, a muscular sack, to store food ingestion transiently by expanding the crop pouch significantly (A) compared to its shrunk state (B). Scale bars = 100  $\mu\text{m}$ .

## Supplemental legends

### **Dataset S1. PV cell types and numbers.**

Data of PV cell quantification using the microscopical analyses and IMARIS spot function (IMARIS\_rep#) as well as cell quantification using scRNAseq (SC\_rep#) are given.

### **Dataset S2. Reporter lines used to refine foregut cell types.**

Categories include Stock ID; Stock origin (BDSC, Bloomington Drosophila Stock Center; ACS, Spradling lab stock); Genotype; Targeted gene; and Type (Gal4 lines including CRIMIC\_Gal4, RMCE\_Gal4, GDP\_Gal4, InSITE\_enhancer\_trap, Enhancer\_trap, Gal4, and Janelia\_Gal4; and GFP tag lines including RMCE\_protein\_trap, Carnegie\_protein\_trap, modERN\_protein\_trap, and Protein\_trap).

### **Dataset S3. Gene expression of 19 foregut cell clusters by scRNAseq.**

The Excel data file shows average normalized expressions of individual genes within individual resolved cell clusters. The 19 cell clusters include visceral muscle, esophagus, proventriculus 1 (PV1), proventriculus 2 (PV2), proventriculus 3 (PV3), proventriculus 4 (PV4), proventriculus 5 (PV5), proventriculus 5.5 (PV5.5), proventriculus 6-1 (PV6-1), proventriculus 6-2 (PV6-2), proventriculus 6-3 (PV6-3), proventriculus 6-4 (PV6-4), growing cell, *corpus allatum* (CA), *corpus cardiacum* (CC), neuronal-1, neuronal-2, garland cell nephrocyte (garland cell), and hemocyte-like immune cells (hemocyte-like).

### **Dataset S4. Preferential gene expression of 19 foregut cell clusters by scRNAseq.**

Each tab of the Excel data file shows the genes preferentially expressed within individual cell clusters including visceral muscle, esophagus, proventriculus 1 (PV1), proventriculus

2 (PV2), proventriculus 3 (PV3), proventriculus 4 (PV4), proventriculus 5 (PV5), proventriculus 5.5 (PV5.5), proventriculus 6-1 (PV6-1), proventriculus 6-2 (PV6-2), proventriculus 6-3 (PV6-3), proventriculus 6-4 (PV6-4), growing cell, *corpus allatum* (CA), *corpus cardiacum* (CC), neuronal-1, neuronal-2, garland cell nephrocyte (garland cell), and hemocyte-like immune cells (hemocyte-like). Other table matrices include the average log2 fold difference of a gene expression in a particular cluster compared to the remaining cells (Avg\_log2FC), its associated p-value (P\_val), and p-adjusted value (P\_val\_adj).

**Dataset S5. Cell type specific gene expression and associated transgenic lines identified.**

Each tab of the Excel data file shows the genes specifically expressed within individual cell clusters and associated transgenic lines. The cell clusters include visceral muscle, esophagus, proventriculus 1 (PV1), proventriculus 2 (PV2), proventriculus 3 (PV3), proventriculus 4 (PV4), proventriculus 5 (PV5), proventriculus 5.5 (PV5.5), proventriculus 6-1 (PV6-1), proventriculus 6-2 (PV6-2), proventriculus 6-3 (PV6-3), proventriculus 6-4 (PV6-4), growing cell, *corpus allatum* (CA), *corpus cardiacum* (CC), neuronal-1, neuronal-2, garland cell nephrocyte (garland cell), and hemocyte-like immune cells (hemocyte-like). Other table matrices include average log2 fold difference of a gene expression in a particular cluster comparing to the remaining cells (Avg\_log2FC), its associated p-adjusted value (P\_val\_adj), its expression level in the most abundantly expressed cluster to it in the second most abundantly expressed cluster (Cluster\_specificity), notable expression in other cluster(s), as well as associated transgenic lines including CRIMIC and REMC lines.

**Dataset S6. Gene expression in adult fly crop and salivary gland tissues by RNAseq.**

The Excel data file shows normalized expressions (TPM) of all genes from RNAseq of the adult fly crop (Crop\_rep#) and salivary gland (SG\_rep#) tissues.

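The values of this dataset that could be compared, for 1925 genes matched by symbol, were the same as the gene sums used here to within 1% in every crop and SG library for 1920 genes. Only the first 1998 of its 17202 genes were read. By mean TPM the 10 highest protein-coding genes of the crop were CG14645, RpL41, RpL39, Mf, EbpIII, Adh, mt:CoI, mt:CoIII, eEF1alpha1 and RpLP1. CG14645 (FBgn0040687) was at 5304, 36314 and 4270 TPM in the 3 crop libraries, a mean of 15296 ± 18209 (SD, n = 3) that 1 library decides, and its coding TPM in PVs with LpWF was 292322 ± 52015 (SD, n = 5). RpL41 was at 13488 ± 3198 TPM, RpL39 at 7377 ± 1645, Mf at 6109 ± 1787 and EbpIII at 5475 ± 1563 (SD, n = 3). Of these, Mf differed most between tissues, with a coding TPM of 12381 ± 161 in crops (SD, n = 3) and 530 ± 59.8 in PVs with LpWF (SD, n = 5). In the SG the 10 highest were CG45080, whe, CG34212, CG16826, lcs, Ag5r, CG43680, LysP, CG33109 and CG43679. CG45080 was at 312671 ± 20813 TPM and whe at 299323 ± 16902 TPM (SD, n = 3). The next were CG34212 at 82088 ± 2620, CG16826 at 75049 ± 3267 and lcs at 73925 ± 3363 TPM, followed by a drop to Ag5r at 7724 ± 492 TPM (SD, n = 3).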

**Dataset S7. Differential gene expression analysis on PV tissues of adult flies reared in the presence of *LpWF* compared to adult flies reared axenically.**

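The dataset names 29 genes, of which 28 are in the gene table used and 27 were tested. One noncoding gene, lncRNA:CR45045, was not analysed here, and CG33882, a histone H2B copy, was removed by the filter on low counts. All 27 genes changed in the direction that the paper reports, 21 higher and 6 lower with LpWF. Of these 16 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. With Benjamini-Hochberg adjustment 0 were under 0.05, and values ran from 0.292 to 0.793. DESeq2 gave 4 genes of the dataset an adjusted p under 0.05, and 6 on genes with a mean of at least 190. With a term for replicate number there were 4 in edgeR and 28 in DESeq2, the latter chosen after seeing the data. These fits are described after the article. The smallest adjusted p by edgeR without that term was that of CG6908. Its level was 7.05 ± 1.60 CPM in axenic PVs and 13.9 ± 4.11 CPM with LpWF (SD, n = 5 each). Its log2 fold change was 0.98 (standard error 0.23). Along with pirk it was the only gene of the dataset with all 5 LpWF libraries above the highest axenic library. Chance alone separates 5 libraries from 5 in either direction in 1 of 126 distinct splits. That share holds for a gene fixed in advance. Both genes come from a list that the study picked on these libraries, so it does not measure how unusual their separation is. CG5910 rose from 4.51 ± 1.81 to 12.2 ± 4.82 CPM, a change of 1.44 (standard error 0.38), and CG14949 from 5.89 ± 2.44 to 14.8 ± 9.11 CPM. CG42807 changed by 1.38 (standard error 0.82), CG7017 by 1.16 (0.89) and CG10352 by 0.94 (0.94). When each library was left out in turn, these changes ran from 1.03 to 2.07, 0.72 to 1.73 and 0.60 to 1.98. CG31087, CG18748 and CG15739 changed by 0.89 (0.26), 0.87 (0.35) and 0.85 (0.44). Among genes lower with LpWF, Yp2 was at 689 ± 181 CPM in axenic PVs and 371 ± 142 CPM with LpWF (SD, n = 5 each), a change of -0.89 (0.29). The others were CG12116 at -0.91 (0.36), Apoltp at -0.86 (0.28), fon at -0.82 (0.34), CG13003 at -0.77 (0.28) and CG32694 at -0.77 (0.25).
Several genes of the dataset have near-identical copies between which reads can be split. For the histone H4 copy CG33891, CPM values were 5.65 ± 7.81 in axenic PVs and 16.0 ± 3.59 with LpWF (SD, n = 5 each), a change of 1.53 (standard error 1.45). Summed over the 6 H4 copies counted, the change was -0.08 (standard error 0.17), and over the 7 H2B copies it was 0.05 (0.23). For H1, H2A and H3 the sums changed by 0.05 (0.10), -0.01 (0.21) and 0.19 (0.17). Prx2540-2, Prx2540-1 and CG12896 changed by 0.92 (0.35), 0.86 (0.37) and 0.99 (0.48), and their sum by 0.92 (0.38), or 0.89 (0.37) without CG12896. Amylase copies together changed by -0.15 (0.20). Of the 9 sums tested, the attacins included, 0 had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05.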

The Excel data file shows differentially expressed genes ( $\text{Log2FoldChange} > 0.8$ ,  $\text{Padj} < 0.01$ ) of the PV tissues upon exposure to a normal commensal bacterial species, *Lactiplantibacillus plantarum* (*LpWF*) compared to the axenic controls. Other table matrices include mean expression level (BaseMean), log2 fold difference of a gene expression ( $\text{Log2FoldChange}$ ), standard error of the  $\text{log2FoldChange}$  estimate (LfcSE), Wald statistic (Stat), p-value (Pvalue), and p-adjusted value (Padj).

**Dataset S8. Table for sequence information.**

The table contains sequence information of the RNA-FISH probes and the *GFP* CDS used for the scRNAseq analysis.

**Movie S1. Movements of a freshly dissected proventriculus cultured *in vitro*.**

## SI References

P. Di Tommaso, M. Chatzou, E. W. Floden, P. P. Barja, E. Palumbo, & C. Notredame, Nextflow enables reproducible computational workflows. *Nature biotechnology*, **35**(4), 316–319 (2017).

D. Li-Kroeger, O. Kanca, P. T. Lee, S. Cowan, M. T. Lee, M. Jaiswal, J. L. Salazar, Y. He, Z. Zuo, & H. J. Bellen, An expanded toolkit for gene tagging based on MiMIC and scarless CRISPR tagging in *Drosophila*. *eLife*, **7**, e38709 (2018).

M. Marchetti, C. Zhang, & B. A. Edgar, An improved organ explant culture method reveals stem cell lineage dynamics in the adult *Drosophila* intestine. *eLife*, **11**, e76010 (2022).

M. Sarov, C. Barz, H. Jambor, M. Y. Hein, C. Schmied, D. Suchold, B. Stender, S. Janosch, V. V. K J, R. T. Krishnan, A. Krishnamoorthy, I. R. Ferreira, R. K. Ejsmont, K. Finkl, S. Hasse, P. Kämpfer, N. Plewka, E. Vinis, S. Schloissnig, E. Knust, V. Hartenstein, M. Mann, M. Ramaswami, K. VijayRaghavan, P. Tomancak, F. Schnorrer, A genome-wide resource for the analysis of protein localization in *Drosophila*. *eLife*, **5**, e12068 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

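Bulk RNA was measured in 16 libraries of pooled tissue from adult mated Canton-S females reared without microbes: 5 of proventriculus (PV) from axenic flies, 5 of PV from flies given LpWF, 3 of crop and 3 of salivary gland (SG) from flies given LpWF. PV and crop libraries were made from total RNA after depletion of ribosomal RNA, and SG libraries from poly(A)-selected mRNA. Each library was taken as a replicate of its group. The replicate numbers were not used to pair libraries, for reasons given with the alternatives below.

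The authors processed single-end reads with a Nextflow workflow that ended in Salmon, on Ensembl release 98, and deposited a table per library. Its estimated counts, deposited per transcript, are not normalized between libraries. Its TPM values were scaled by the authors to a fixed total over all transcripts, noncoding RNA included. The deposited effective length is in bases. For the PV comparison the authors used DESeq2 on gene counts from Salmon.

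Estimated counts and TPM of 33704 transcripts were summed per gene with Ensembl release 115, giving 17039 genes, 13619 of them protein-coding. The 271 transcripts with no gene in that release held 0.128 to 0.257% of the reads of a library and were left out. Counts were rounded for the tests. Group differences were tested with edgeR 4.0.16 on R 4.3.3, with TMM normalization, the default filterByExpr filter, and quasi-likelihood F tests with robust dispersions. P-values were adjusted by Benjamini and Hochberg's method over all genes tested. Genes were counted at an adjusted p under 0.01 with a log2 fold change beyond 0.8 in either direction, the limits of Dataset S7, and at an adjusted p under 0.05. Standard errors of log2 fold changes come from the same fits. CPM values are TMM-normalized, and means are given with SDs.

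Gene lists for immune pathways, digestive enzymes and tissues were written before the data were examined and tested with fry of limma 3.58.1, with camera as an alternative, where at least 3 genes of a list were tested. Symbols that matched no gene were upd2, Jon74E and nos, 1 in each of 3 lists. Genes named in the text are those that the paper names for these experiments, those of Dataset S7, and the 10 protein-coding genes with the highest mean TPM in crop and SG. Other genes are named as chosen after their values were seen. Near-identical gene copies were also tested as sums. Tissue levels were described by TPM, by ranks among protein-coding genes, and by TPM rescaled over protein-coding genes. SG levels were not tested against other tissues because of the library preparation. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for these values and the figures.

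Reads on genes per library ran from 18186391 to 45500807. No library was a copy of another of its group, since counts differed between each pair by at least 21.8 times the variance of counting per gene. The PV test was tested on simulated data with 200 genes changed, of which 196 passed the filter. It recovered 165 of these at an adjusted p under 0.05 and called 4 unchanged genes. Of the 134 changed by 2 or more on the log2 scale, which is 4-fold or more, 93.3% were recovered. On data simulated for crop against PV, 154 of 198 changed genes were recovered and 4 unchanged genes were called. DESeq2 recovered 88.5% in the PV simulation and called 27 unchanged genes.

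Alternatives were size factors of DESeq2 1.42.0 in edgeR, filters at 1 count in any library and at 10 counts in every library, gene-length offsets, protein-coding genes only, DESeq2 at its default alpha of 0.1 and on genes with a mean normalized count of at least 190, dispersions without the robust option, a replicate block, all 10 PV libraries against the crop, other scales and filters for TPM, and leaving out each library. A term for libraries with over 25% of reads on ribosomal RNA, and DESeq2 with the replicate block, were added after seeing the data. Single-cell data, imaging and bacterial counts were not analysed here, nor was lncRNA:CR45045 of Dataset S7. Of Dataset S6, 15204 of 17202 genes were not used here.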

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

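The tests of explanations in this part were all chosen after the result was seen, except the test on summed histone copies. Within groups of 5 libraries, 8 of the 76 groups tested, over 38 measures of which 31 are genes, had a library far from the others (gap over range above 0.71), where about 1 in 20 groups does so by chance.

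DptA stood at 1989 CPM in PV axenic replicate 3 and at 4.60 to 560 CPM in the other axenic libraries, and CG10352 at 20.5 CPM against 1.20 to 5.81 CPM. An LpWF library with an axenic label is argued against by genes chosen without this library. In that fit CG31705 was the 1 gene with an adjusted p under 0.05, and it was at 123 CPM here against 66.7 to 68.5 CPM across LpWF libraries. Of the 50 genes with the smallest p in that fit, the library was nearer to the other axenic libraries in 34, and the same count for the other 9 libraries and their own groups was 30 to 45 except for 7 in LpWF replicate 5. A stronger IMD response in that library as a whole stays open for DptA, since 11 of the 19 IMD readout genes tested were highest there among the 5 axenic libraries, against 7 in replicate 2. Its origin was not tested, and the design gives no difference between axenic libraries.

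IM18 stood at 107 CPM in PV LpWF replicate 1 and at 1.59 to 30.9 CPM in the other LpWF libraries. A stronger IMD response in that library as a whole stays open. Of 19 IMD readout genes, 7 were highest there, 12 in replicate 2 and 0 in each of the other LpWF libraries. Such a response alone is argued against for the gap to replicate 2, where more of these genes were highest. Without this library the log2 fold change of IM18 was 2.05, against 3.23 with it. No biological explanation was tested.

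The histone H2B copy CG33882 was at 12.4 CPM in PV LpWF replicate 5 and at 0 in the other LpWF libraries. Reads shared between near-identical histone copies may account for this, since among the summed histone families the log2 fold change farthest from 0 was 0.19. No biological explanation was tested.

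PV LpWF replicate 5 had 8456 protein-coding genes with at least 10 counts, against 8957 to 9143 in the other LpWF libraries. Lower sequencing depth may account for the gap. After all PV libraries were thinned to its 14563413 protein-coding reads, its gap over the range of the LpWF group was 0.290. It was still the lowest at 8457 genes, while axenic replicate 4 had 8462 to 8491. In genes chosen without it, it was nearer to its own group in 7 of 50, and 9 of the 10 genes called without it still lay beyond every axenic library in it. The cause of this was not tested, and no biological explanation was tested.

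PV LpWF replicate 4 had a mean Spearman correlation of 0.956 with the other PV libraries, against 0.977 to 0.982 for the other LpWF libraries. A larger share of ribosomal RNA reads is argued against by axenic replicate 4, which had 43.4% of its reads there and a mean correlation of 0.976. More midgut tissue in the dissection stays open, since 22 of 22 trypsin and Jonah genes were highest in this library, where they held 5.39% of coding TPM against 0.255 to 2.12% in the other PV libraries. A biological difference in these genes was not tested.

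CG45080, the highest gene of the SG, stood at 7498 coding TPM in PV axenic replicate 2, against 4.86 to 759 in the other axenic libraries, and at 1584 in PV LpWF replicate 4, against 0 to 99.0 in the other LpWF libraries. PV6-4 cells present in every PV are argued against as its source, since it was under 10 coding TPM in 6 of the 10 libraries. Salivary gland tissue carried into some PV dissections may account for it. It was tested on the 10 genes with the highest ratio of SG to crop (pseudocount 1) among those at 1000 coding TPM or more in the SG. Over the 9 of these other than CG45080, the median rank correlation with CG45080 across the 10 libraries was 0.867 (permutation p = 0.00013). Without axenic replicate 2 and LpWF replicate 4 it was 0.905 over the 7 genes that still varied. CG13947 in axenic replicate 2 is an exception, at 36.0% of its SG level where the median of the 10 genes was 3.54%, so carried tissue alone is argued against for it.

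In the SG, whe stood at 299323 ± 16902 TPM (SD, n = 3), a signal in a gene that the paper does not discuss. Its coding TPM was 356 ± 310 in crops (SD, n = 3) and 262 ± 507 in PVs with LpWF (SD, n = 5). Library preparation and tissue differ together between SG and the others, and no biological explanation was tested.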

How the results depend on the processing

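The ribosomal RNA term, DESeq2 with the replicate block, and the IMD list without Dataset S7 genes were chosen after seeing the data, and the other alternatives before the data were examined. Where a value changed, the cause was not tested.

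With DESeq2's size factors, both filters, gene-length offsets, protein-coding genes only and dispersions without the robust option, the PV comparison gave 0 genes past the limits of Dataset S7 and 1 gene with an adjusted p under 0.05, with 859 to 1077 at an unadjusted p under 0.05. DESeq2 gave 2 and 51 genes, with a median log2 fold change of the 8 immune genes of 2.10. On genes with a mean of at least 190 it gave 3 and 67 genes, with a median of 2.11. The ribosomal RNA term gave 0 and 14 genes, with 1219 at an unadjusted p under 0.05. Leaving out each library gave 0 to 1 genes past the limits, 1 without axenic replicate 4, and 1 to 10 with an adjusted p under 0.05, 10 without LpWF replicate 5.

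Replicate numbers were not taken to pair the PV libraries. They come from the sample labels, and the axenic PV libraries also carry a different numbering. The same number in both groups therefore need not mark a shared origin. Deviations from the group mean correlated at 0.0764, 0.115, 0.113, 0.0200 and 0.442 between same-numbered libraries, all positive, and from -0.288 to 0.434, with a median of -0.0551, between others, and replicates 4 and 5 of both groups are also those rich in ribosomal RNA. Crop and PV libraries of the same number correlated at -0.0339, 0.0329 and -0.141. A block on these numbers gave 0 and 34 genes in edgeR, with 1377 at an unadjusted p under 0.05 and a median of 2.45, and 1 of the 8 immune genes, pirk, had an adjusted p under 0.05. DESeq2 with the block gave 37 and 253 genes with a median of 2.63, and 27 and 283 genes with a median of 2.64 at a mean of at least 190, and all 8 immune genes were called in both. Sums of copies with an adjusted p under 0.05 numbered 2 and 3 in these fits.

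Of 14 lists, 4 had an adjusted p under 0.05 by fry under the block. These were named immune genes and IMD, both higher with LpWF, and esophagus and fat body, both lower. With camera's preset correlation 9 lists passed. With the ribosomal RNA term 3 passed by fry, named immune genes and IMD higher and fat body lower. Leaving out each library gave 0 to 1, with 1 without LpWF replicate 5. For the digestive genes lower in crop than in PV, DESeq2 called 23, the block 8, and leaving out each library 9 to 15, 9 without crop replicate 2. The 13 genes called at first had a negative difference in every setting, except that 12 of them were tested at 10 counts in every library.

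Sums of histone copies lay near 0 and changed sign without a call. For His2A it was 0.00106 with the filter at 1 count and 0.000129 with DESeq2 at a mean of at least 190, and from -0.147 to 0.124 when each library was left out. For His2B it was -0.000708 with the block, -0.00211 with the ribosomal RNA term, -0.00331 with DESeq2 and the block, and from -0.120 to 0.163 when each library was left out. The same ranges were -0.0121 to 0.109 for His1, -0.0132 to 0.272 for His3 and -0.218 to 0.0081 for His4.

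Adh in the crop was at 9474 when TPM was rescaled over protein-coding genes, ranked 9 by CPM, and ranked 6 to 7 when each library was left out. The digestive sum was 6899 when rescaled. The median rank of the named SG genes was 28 by CPM. Correlations by CPM, over genes with a mean of at least 1 TPM, and by Pearson on log2 values were 0.936, 0.755 and 0.898 for crop and PV with LpWF, 0.882, 0.626 and 0.753 for crop and SG, 0.874, 0.706 and 0.763 for PV with LpWF and SG, and 0.943, 0.768 and 0.907 for crop and axenic PV. For both PV groups the Pearson correlation was 0.988.

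Of 611 comparisons for 28 named genes, 543 stayed on the same side of 0.05 with the same direction and 68 passed it, 58 of these under block settings. Of 198 for the 9 sums, 177 stayed, 5 passed it and 16 changed sign. Of 266 for the 14 lists, 249 stayed and 17 passed it. Of 54 for TPM of 9 SG genes, 45 stayed within the spread and 9 moved, each by CPM. Set tests were not run with DESeq2 or without the robust option, which fry does not use.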

Differences from the paper's values

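DESeq2 with the replicate block and the ribosomal RNA term were tests chosen only after the values were seen. Of 3 counts of genes, 27 log2 fold changes and 33 mean TPM values that could be compared, 3, 3 and 0 differed.

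Dataset S7 lists 29 genes by the paper's count, 22 higher and 7 lower with LpWF. The values here were 0, 0 and 0 genes, with 908 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 2 genes, 1 higher and 1 lower, of which CG5910 is in Dataset S7 and Alp4 is not, and DESeq2 on genes with a mean of at least 190 gave 3 higher and 0 lower, pirk, CG5910 and CG6908, all in Dataset S7. With the replicate block in edgeR, 4 genes of Dataset S7 had an adjusted p under 0.05, and 1 of them was among the 8 immune genes. DESeq2 with the replicate block, chosen after seeing the values, gave 37 genes, 28 higher and 9 lower, 25 of them in Dataset S7, and on genes with a mean of at least 190 gave 27 genes, 21 higher and 6 lower, all in Dataset S7. Both fits called all 8 immune genes.

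The log2 fold change of CG33891 was 1.53 against the paper's 9.53 (the paper's standard error 2.26). None of the alternatives set before the data were examined closed the gap, the nearest being the replicate block at 3.70. DESeq2 with the block, chosen after seeing the values, gave 9.53 with and without the minimum mean of 190.

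For IM18 it was 3.23 against the paper's 5.26 (the paper's standard error 1.28). Of the alternatives set before the data were examined, the value without axenic replicate 3, 4.97, lay within that error and the others did not. DESeq2 with the block, chosen after seeing the values, gave 4.22, and 4.23 at a mean of at least 190.

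For DptB it was 2.11 against the paper's 3.45 (the paper's standard error 0.835). Of the alternatives set before the data were examined, the replicate block at 3.34 and leaving out axenic replicate 3 at 3.37 lay within that error. Leaving out LpWF replicates 3, 4 or 5, at 2.20, 2.30 and 2.37, lay outside it and within the larger standard error of the value here, 1.26, and the others lay outside both. The settings chosen after seeing the values gave 2.65 with the ribosomal RNA term, and 3.45 and 3.46 with DESeq2 and the block.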

Other observations

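The tests chosen only after the result was seen are those of the ribosomal RNA term, CG31705, tim, PV tissue in the crop, and the splits for the medians of the 8 immune genes and the IMD list.

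Other splits of the 10 PV libraries into 5 and 5 were drawn, 100 of the 126 distinct ones with the real one included. As many genes with an adjusted p under 0.05 as the 1 of the real split were found in 6 of 100. Of the 5 others among these, 3 put all 4 libraries rich in ribosomal RNA on the same side, with 15, 14 and 1 genes, and the other 2 gave 106 and 1. With that split as a term the real comparison gave 14 genes, and within the 6 libraries with less ribosomal RNA and the 4 with more it gave 1 and 0, the latter with 385 at an unadjusted p under 0.05. For genes past the limits of Dataset S7, lists and sums the real split gave 0, so that 100 of 100 splits gave as many by construction, and these counts decide nothing. A median of the 8 immune genes as large as 2.12 was found in 3 of 100, and one of the IMD list as large as 1.79 in 8 of 100. The 8 genes and part of the IMD list are in Dataset S7, which the study picked on the real split. Neither count is therefore independent evidence against chance. Of the 56 splits of the 8 crop and PV libraries, 1, the real one, gave as many digestive genes.

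For the immune genes higher with LpWF, more fat body tissue in the LpWF libraries is argued against by the fat body list, whose median log2 fold change was -0.60 over 8 genes, with 7 lower, 4 at an unadjusted p under 0.05 and an adjusted p of 0.176 by fry. More hemocytes are argued against by a median of -0.21 over 5 genes, all lower, with an adjusted p of 0.238. A difference between libraries rich in ribosomal RNA reads and the others is argued against as the whole cause by a median of 2.26 for the 8 genes with that term. The treatment itself stays open, as do differences between libraries of a group. For the lower fat body genes, which include yolk protein genes, ovary or egg material is argued against by the ovary list, of whose 16 genes 0 were tested and the highest, Fcp3C, reached 1.08 CPM in any PV library.

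Among tissue lists, the esophagus list had a median of -0.27 with 12 of 13 genes lower and an adjusted p of 0.123 by fry, and an adjusted p of 0.0130 without LpWF replicate 5. The PV4 list had a median of -0.24 with 6 of 6 lower (adjusted p = 0.123) and the PV5 list -0.24 with 12 of 12 lower (0.255). Corpus allatum genes had -0.09 (0.579), circadian genes -0.06 (0.352), visceral muscle genes -0.11 (0.352) and garland cell genes 0.17 (0.352). Digestive enzyme genes had 0.85 with 30 of 35 higher (0.446). Adjusted over the list alone, 2 genes of the esophagus list, 1 of PV4 and 1 of the circadian list passed 0.05, and 0 genes of these lists did over all genes tested. No biological explanation was tested.

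CG31705 was lower with LpWF. A stretch of chromosome that differs between the flies of both groups stays open, since 0 of 8 genes tested within 250 kb had an unadjusted p under 0.05 where the median window of as many genes had 1, which excludes nothing. The treatment stays open too. For tim, chosen after its values were seen, the log2 fold change was -0.77 (standard error 0.15, adjusted p = 0.255 by edgeR's quasi-likelihood test). The call depends on the test, since its adjusted p was 0.000827 with DESeq2 and 0.140 in edgeR with the block. It was at 95.6 to 148 CPM in axenic libraries and 56.6 to 93.1 CPM with LpWF. Dissection at different times of day is argued against, since 0 of the 8 other circadian genes had an unadjusted p under 0.05. Of these, per changed by 0.18 (standard error 0.14).

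Of 30 digestive enzyme genes at 10 coding TPM or more in the PV, 29 were lowest in crop replicate 1. Midgut and PV tissue carried into the dissection cannot be told apart for these genes, since both tissues may express them. The 12 enzymes other than trypsins and Jonah genes were at a median of 1.87, 10.8 and 7.21% of their PV level in the 3 crop libraries, lowest in crop replicate 1 for 12 and highest in crop replicate 2 for 7 and in replicate 3 for 5. The PV4 list was at 5.76, 18.4 and 0.371% and the PV5 list at 11.3, 25.6 and 5.70%. Carried PV tissue that includes PV4 cells is therefore argued against for the higher level in crop replicate 3 than in replicate 1. The PV4 list was at 0.371% in replicate 3. Carried PV tissue stays open for the higher level in replicate 2, where that list was at 18.4%. Both lists mark anterior PV cells, while the paper places many of these enzymes in posterior PV6-2 and PV6-3 cells. Carried posterior PV alone was not tested, since no list of PV6 genes other than these enzymes was followed. CG14645 in crop replicate 2 was at 20.7% of its PV level, against 5.41 and 2.70% in the others, so carried PV tissue may account for it too. Trypsin and Jonah genes were highest in crop replicate 3 for 13 of 18 genes, at a median of 19.9%. The same PV4 share argues against carried tissue that includes PV4 cells, and carried posterior PV stays open. Expression by crop cells was not tested.

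For the 2 genes whose Gal4 lines label SG cells in the paper, to was at 0.234 ± 0.265 TPM in the SG libraries and Jhbp14 at 6.55 ± 1.27 TPM (SD, n = 3). In crops their coding TPM was 1031 ± 285 and 1266 ± 96.6 (SD, n = 3). Drs was at 246 ± 19.3 TPM in the SG (SD, n = 3).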
